# Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription

**DOI:** 10.1038/s41467-024-54740-x

**Published:** 2024-12-20

**Authors:** Julio Cordero, Guruprasadh Swaminathan, Diana G. Rogel-Ayala, Karla Rubio, Adel Elsherbiny, Samina Mahmood, Witold Szymanski, Johannes Graumann, Thomas Braun, Stefan Günther, Gergana Dobreva, Guillermo Barreto

**Keywords:** Transcription, Chromatin structure, Histone post-translational modifications, Epigenomics, Growth factor signalling

## Abstract

The dynamics of three-dimensional (3D) genome organization are essential to transcriptional regulation. While enhancers regulate spatiotemporal gene expression, chromatin looping is a means for enhancer-promoter interactions yielding cell-type-specific gene expression. Further, non-canonical DNA secondary structures, such as G-quadruplexes (G4s), are related to increased gene expression. However, the role of G4s in promoter-distal regulatory elements, such as super-enhancers (SE), and in chromatin looping has remained elusive. Here we show that mature microRNA 9 (*miR-9*) is enriched at promoters and SE of genes that are inducible by transforming growth factor beta 1 (TGFB1) signaling. Moreover, we find that *miR-9* is required for formation of G4s, promoter-super-enhancer looping and broad domains of the euchromatin histone mark H3K4me3 at TGFB1-responsive genes. Our study places *miR-9* in the same functional context with G4s and promoter-enhancer interactions during 3D genome organization and transcriptional activation induced by TGFB1 signaling, a critical signaling pathway in cancer and fibrosis.

## Abstract (web summary)

Three-dimensional genome organization is important for transcription regulation. Here the authors show that microRNA 9 mediates the formation of G-quadruplexes and the looping of promoters and super-enhancers in genes activated by transforming growth factor beta 1signaling.

## Introduction

The nuclear genome in eukaryotic cells consists of DNA molecules packaged into thread-like structures known as chromosomes, which are built of chromatin. Thus, chromatin is the physiological template for biological processes in the nucleus of eukaryotic cells. Studying how chromatin is folded inside the cell nucleus and its dynamic three-dimensional (3D) structure is essential to understanding these biological processes comprising transcription, RNA-splicing, -processing, -editing, DNA-replication, -recombination, and -repair. The chromatin is hierarchically organized at different levels including chromosomal territories, compartments, and self-interacting topologically associating domains, altogether giving rise to a highly dynamic 3D genome organization^1^. Remarkably, the structure of the genome is intrinsically linked to its function as shown by extensive correlations between chromatin condensation and related gene transcription. For example, chromatin shows condensed regions, referred to as heterochromatin (by convention, transcriptionally “inactive”), and less condensed regions, referred to as euchromatin (transcriptionally “active”). Transcriptional regulation directly corresponds to the mechanisms of how chromatin may be structurally arranged rendering it accessible to the transcription machinery^2^. These mechanisms regulating chromatin structure and transcription involve histone modifications, histone deposition, nucleosome remodeling, DNA methylation, non-coding RNAs (ncRNA), and secondary structures of nucleic acids, among others^3–7^. In addition, an increasing number of recent publications based on integrative analysis of multi-omics studies implementing next-generation sequencing (NGS) technologies, chromosome conformation capture-based methods, and super-resolution microscopy have provided comprehensive and multilevel insights into 3D genome organization emphasizing its role during transcriptional regulation^8^.

Chromatin structure alone does not determine the functional status of a gene, but it effectively enables RNA polymerase II (Poll II) recruitment to the promoters, as well as binding of transcription factors, co-activators, co-repressors to DNA sequences that function as regulatory elements controlling gene expression^9^. A promoter is a sequence of DNA to which proteins bind to initiate transcription of RNA molecules that are usually complementary to the DNA sequence that is located 3´ of the promoter. On the other hand, enhancers are relatively short (~100–1000 bp) DNA sequences that are bound by transcription factors and regulate gene transcription independent of their distance, location, or orientation relative to their cognate promoter^10^. Super-enhancers (SE) have been proposed to be long genomic domains consisting of clusters of transcriptional enhancers enriched with histone modification markers (such as histone 3 mono-methylated at lysine 4 or acetylated at lysine 27, H3K4me1 and H3K27ac respectively), cofactors (such as mediator of RNA polymerase II transcription subunit 1, MED1, and components of the multimeric protein complex Cohesin), chromatin modifying proteins (such as E1A Binding Protein P300, EP300) and cell-type-specific transcription factors^11–13^. One versatile feature of chromatin is its ability to form loops, mediating long-range interactions in which two distant sequences of DNA come into close physical proximity. Chromatin looping has been broadly accepted as a means for enhancer-promoter interactions^14^.

In addition to the predominant DNA double-helix structure, there are different non-canonical DNA secondary structures, including G-quadruplex (G4), R-loop, H-DNA, Z-DNA, etc. ^4^. A G4 represents a stable nucleic acid secondary structure formed by square planes, in which four guanines located in the same plane are stabilized by a monovalent cation^15^. While the early work on G4s mainly focused on their roles in telomeres^16^, recent studies demonstrated that G4s are enriched at promoters^17,18^ and related to increased gene expression^19–22^. On the other hand, G4s were also located in gene bodies and related to reduced gene expression by inhibiting elongation of RNA polymerase^23,24^. All these previous studies characterized the biological function of G4s in promoter or promoter-proximal regions enhancing or reducing gene expression depending on the relative position of G4s. Nevertheless, the role of G4s in promoter-distal regulatory elements, such as SE, as well as in chromatin looping mediating long-range enhancer-promoter interactions remains unclear.

The majority of the eukaryotic genome is transcribed into ncRNAs including microRNAs (miRNAs, 21−25 nucleotides long) and long non-coding RNAs (lncRNAs, >200 nucleotides long)^25^. LncRNAs are important regulators of different biological processes in the nucleus^26^. Together with other factors, lncRNAs provide a framework for the assembly of defined chromatin structures at specific loci, thereby modulating gene expression, centromere function, and silencing of repetitive DNA elements^26,27^. Although miRNAs are assumed to act primarily in the cytosol by inhibiting translation^28^, mature miRNAs have also been reported in the nuclei of different cells^6,29–32^. While a hexanucleotide element has even been reported to direct miRNA nuclear import^33^, the function of miRNAs in the cell nucleus has been sparsely studied. Here we report on microRNA-9 (*miR-9*), which even though its nucleotide sequence is highly conserved across species, also shows high diversity in expression patterns and biological functions depending on the cellular context^34,35^. For example, *miR-9* has been reported to target the lncRNA *MALAT1* for degradation in the cell nucleus^32^. However, it has not been linked to transcription regulation, chromatin structure nor 3D genome organization. Here we propose a mechanism of transcriptional regulation of transforming growth factor beta 1 (TGFB1) responsive genes that requires nuclear *miR-9* and involves G4s and promoter-SE looping.

## Results

### Mature *miR-9* is detected in the cell nucleus and is enriched at promoters and introns

A phylogenetic tree generated from sequences of mature mouse miRNAs and a heat map comparing their sequence similarity showed *miR-9* to cluster with miRNAs that have been functionally characterized in the cell nucleus, such as *miR-29b-3p*^33^, *miR-126-5p*^36^ and *let-7d-5p*^6^ (Fig. 1a, top). Sequence alignment between mouse *miR-126-5p*, *miR-9* and *miR-29b-3p* showed various nucleotides as conserved in a sequence stretch reported as nuclear shuttling motif from *miR-29b-3p*^33^ (Fig. 1a, bottom). Accordingly, we refer to the partially conserved sequence 5´-AKYACCWUUUGRUWA-3´ as an expanded miRNA nuclear shuttling motif. In addition, we found that the human orthologs of these mature miRNAs, *hsa-miR-126-5p*, *hsa-miR-29B-3p* and *hsa-miR-9-5p*, also contain the expanded miRNA nuclear shuttling motif (Supplementary Fig. 1a), demonstrating its conservation across species. To confirm the nuclear localization of mature *miR-9*, we performed expression analysis after cell fractionation using TaqMan assays specific for mature *miR-9* and total RNA isolated from the cytosolic and the nuclear fractions of different cells (Fig. 1b and Supplementary Fig. 1b), including mouse lung fibroblasts (MLg and MFML4), mouse lung epithelial cells (MLE-12), mouse mammary gland epithelial cells (NMuMG), and primary human lung fibroblasts (hLF). We were interested in lung cells since *miR-9* levels are increased in hyperproliferative lung diseases. We detected mature *miR-9* in the cytosolic fraction and the nuclear fraction of all cells analyzed. Interestingly, the relative levels of nuclear *miR-9* were higher in mouse fibroblasts as compared to epithelial cells. Further, the nuclear localization of *miR-9* was confirmed by RNA fluorescence in situ hybridization (FISH) in MLg cells (Fig. 1c and Supplementary Fig. 1c) and hLF from control donors (Ctrl hLF) or patients with idiopathic pulmonary fibrosis (IPF hLF; Supplementary Fig. 1d), a lethal interstitial lung disease involving TGFB1 signaling^37^. In MLg cells, we detected *miR-9* in specific regions of the nuclei, whereas the levels of *miR-9* were reduced after loss-of-function (LOF) experiments using unlabeled *miR-9*-specific antagomiR probes. In Ctrl hLF, the intensity of *miR-9* FISH was higher in the cytosol than in the nucleus, whereas in IPF hLF the majority of *miR-9* was detected in the cell nucleus, pointing to a translocation mechanism of *miR-9* into the cell nucleus potentially related to IPF. Further, *miR-9*-LOF in IPF hLF reduced the levels of *miR-9*. All these results suggest a function of *miR-9* in the cell nucleus. To investigate the role of *miR-9* in the cell nucleus we performed a sequencing experiment after chromatin isolation by miRNA purification (ChIRP-seq) using chromatin from MLg cells and control (Ctrl) or *miR-9*-specific biotinylated antisense oligonucleotides for the precipitation of endogenous mature *miR-9* along with the chromatin bound to it (Fig. 1d, e and Supplementary Fig. 2a−f). To demonstrate the specificity of our ChIRP-seq experiment, we also used a probe specific for another miRNA characterized in the cell nucleus (miRNA lethal 7 d, *Mirlet7d*, also known as *let-7d*)^8,38^, and chromatin from MLE-12 cells. We detected specific enrichment of *miR-9* at loci without *Mirlet7d* in MLg and MLE-12 cells (Fig. 1d, left, and Supplementary Fig. 2b, left). Further, genome-wide binding profile analysis of *miR-9* in MLg cells revealed an increase in the number of *miR-9* peaks at promoters, transcription termination sides (TTS) and intronic regions compared to the negative control (Fig. 1d, right), whereas in MLE-12 cells *miR-9* was enriched at TTS and intronic regions (Supplementary Fig. 2b, right). Interestingly, the loci with *miR-9* enrichment were different in MLg and MLE-12 cells (Supplementary Fig. 2c), suggesting that *miR-9* regulates different genes in different cells. The loci of the putative *miR-9* target genes in MLg cells were distributed on all chromosomes (Supplementary Fig. 2e, f). From the *miR-9* ChIRP-seq results we selected putative *miR-9* target genes (*Zdhhc5*, *Ncl*, *Lzts2* and *Hdac7*) for further analysis. Visualization of the loci of the putative *miR-9* target genes using the integrative genomic viewer (IGV) (Fig. 1e and Supplementary Fig. 2d) showed specific *miR-9* enrichment at the promoters, whereas no *miR-9* enrichment was detected at the promoter of the negative control *Prap1*. These results were confirmed by quantitative PCR (qPCR) after ChIRP using promoter-specific primers, chromatin from MLg cells, and Ctrl or *miR-9*-specific biotinylated antisense oligonucleotides (Fig. 1f). Taken together, our results demonstrate that mature *miR-9* is present in the cell nucleus and directly binds to promoters of putative *miR-9*-target genes, suggesting a potential role in transcription regulation.

**Fig. 1:**
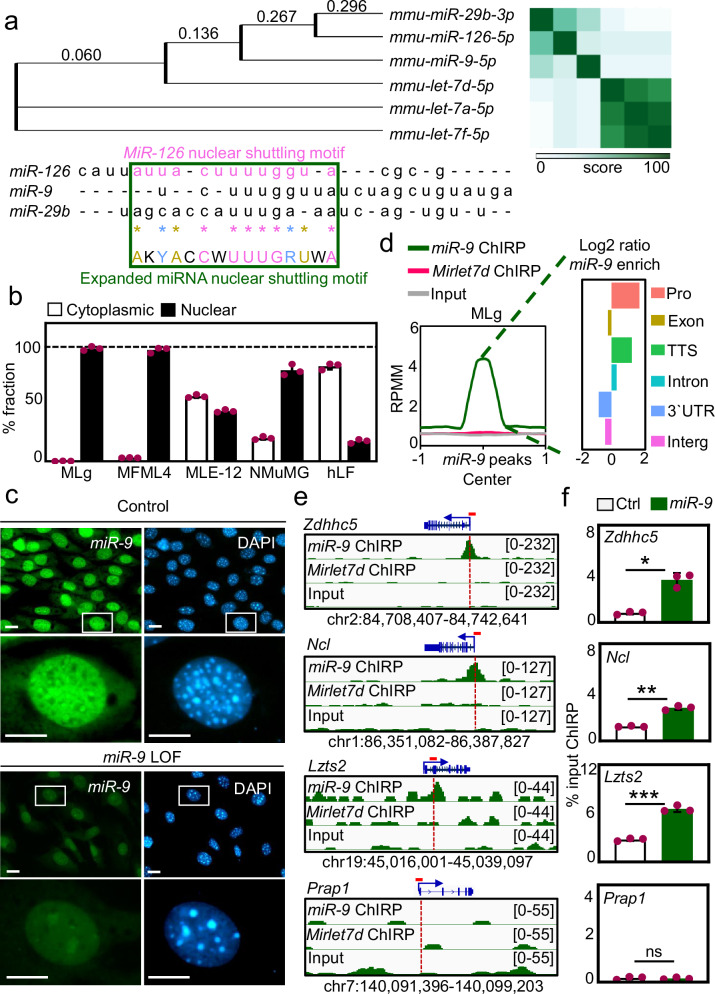
Mature *miR-9* is detected in the cell nucleus enriched at promoters and introns. **a** Phylogenetic tree (left) and heat map (right) generated using sequences of indicated mature mouse miRNAs. Numbers, distance score. Bottom, sequence alignment of indicated mature mouse miRNAs highlighting the published *miR-126* nuclear shuttling motif (magenta) and the expanded miRNA nuclear shuttling motif (green square) using IUPAC nucleotide code. Pink letters, conserved among all sequences; golden, conserved in at least 2 sequences; blue, conserved type of base (either purine or pyrimidine). **b** Mature *miR-9*-specific TaqMan assay following cellular fractionation of indicated cell lines. **c** Fluorescence microscopy of MLg cells after RNA FISH confirmed nuclear localization of endogenous *miR-9*. Cells were transiently transfected with control (top) or *miR-9*-specific antagomiR probes (bottom) to induce a *miR-9* loss-of-function (LOF). Representative images from three independent experiments. Squares are shown at higher magnification. DAPI, nucleus. Scale bars, 10 µm. **d** Left, enrichment plot after *miR-9-*, or *Mirlet7d*-specific ChIRP-seq in MLg cells. *Mirlet7d*-specific probe was used as negative control. RPMM, read count per million mapped reads. Right, genome-wide distribution of *miR-9* peaks by ChIRP-seq in MLg cells in different genomic regions and represented as Log2 ratios. Pro, promoters; TTS, transcription termination sites; Intron, intronic regions; 3´UTR, 3´untraslated regions; Interg, intergenic regions. **e** Visualization of selected *miR-9* target genes using IGV genome browser showing *miR-9* or *Mirlet7d* enrichment in MLg cells. ChIRP-seq reads were normalized using RPKM (reads per kilobase of transcript per million mapped reads) and are represented as log2 enrichment over inputs. Images show the indicated gene loci with genomic coordinates. Arrows, direction of genes; blue boxes, exons; red line, regions selected for single gene analysis in (**f**). **f** Analysis of selected putative *miR-9* target genes by ChIRP using chromatin from MLg cells and control (Ctrl) or *miR-9*-specific biotinylated antisense oligonucleotides. In all bar plots data are presented as means; error bars, s.e.m (*n* = 3 biologically independent experiments); asterisks, *P*-values after two-tailed t-test, ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; ns, non-significant. See also Supplementary Figs. 1 and 2. Source data are provided as a Source Data file.

### *MiR-9* is required for H3K4me3 broad domains at promoters, basal transcriptional activity, and G-quadruplex formation

To further investigate a potential role of nuclear *miR-9* in transcription regulation, we performed a sequencing experiment following Cleavage Under Targets and Tagmentation (CUT&Tag) for high-resolution, genome-wide profiling of tri-methylated lysine 4 of histone 3 (H3K4me3) in MLg and MLE-12 cells that were transiently transfected with Ctrl or *miR-9*-specific antagomiR to induce a *miR-9*-LOF (Fig. 2a−e, Supplementary Fig. 3a−d). Peak distribution analysis of the H3K4me3 CUT&Tag showed that 60.8% (*P* = 0.01) of the H3K4me3 broad domains in Ctrl transfected MLg cells were enriched with *miR-9* (Fig. 2a), whereas 63% (*P* < 0.01) of the H3K4me3 broad domains were enriched with *miR-9* in Ctrl transfected MLE-12 cells (Supplementary Fig. 3b). Interestingly, H3K4me3 levels at broad domains were significantly reduced in MLg cells from a median of 1.6 RPKM (IQR = 3.3) in Ctrl transfected cells to a median of 0.8 RPKM (IQR = 1.8; *P* = 0.002) following *miR-9*-LOF (Fig. 2b, top), whereas the effects of *miR-9*-LOF in MLE-12 cells were not significant (Fig. 2b, bottom). In addition, we observed that the loci of the H3K4me3 broad domains with *miR-9* enrichment were different in MLg and MLE-12 cells (Supplementary Fig. 3c, d), confirming that *miR-9* regulates different genes in these two cell lines. Due to these results and the higher levels of nuclear *miR-9* (Fig. 1b), we focused on MLg cells. Further peak distribution analysis showed that H3K4me3 broad domains were reduced from 27.6% in Ctrl transfected MLg cells to 22.1% after *miR-9*-LOF, whereas medium and narrow H3K4me3 domains increased (Fig. 2c). Interestingly, the shift from H3K4me3 broad domains to medium and narrow domains following *miR-9*-LOF was significant at promoters but not at gene body and intergenic regions (Fig. 2d). However, enrichment plots showed that H3K4me3 levels were reduced following *miR-9*-LOF in H3K4me3 broad and medium domains at promoter, gene body and intergenic regions (Fig. 2e). The reduction of H3K4me3 levels after *miR-9*-LOF was confirmed by confocal microscopy after H3K4me3-specific immunostaining in Ctrl- and *miR-9*-antagomiR transfected MLg cells (Supplementary Fig. 3e).

**Fig. 2:**
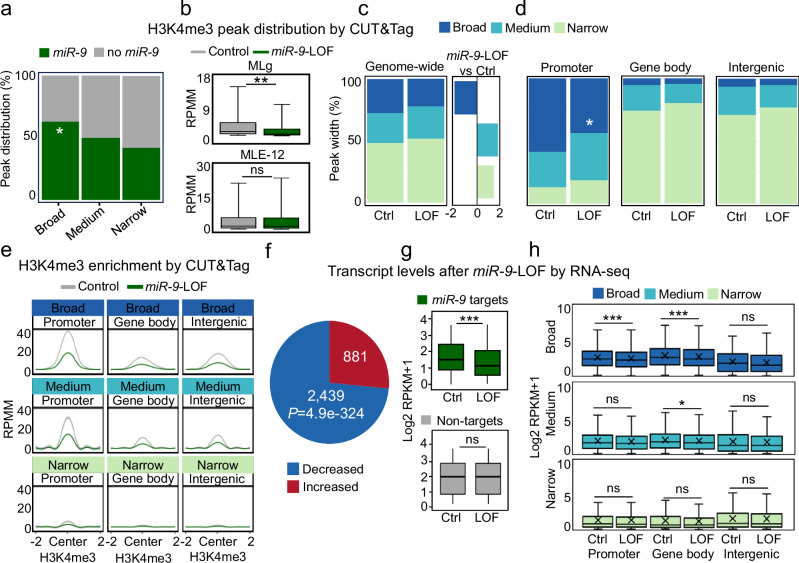
*MiR-9* is required for H3K4me3 broad domains, and basal transcriptional activity. **a** Genome-wide distribution of H3K4me3 peaks by CUT&Tag in MLg cells, relative to broad (≥2.7 kb), medium (≥2 kb and <2.7 kb) and narrow (<2 kb) H3K4me3 domains that are also enriched with *miR-9* or not (no *miR-9*). **b** Box plots showing the levels of H3K4me3 in MLg and MLE-12 cells that were transiently transfected with control (Ctrl) or *miR-9*-specific antagomiR probes to induce *miR-9* loss-of-function (LOF). RPMM, read count per million mapped reads. Bar plots displaying the broadness of H3K4me3 domains genome-wide (**c**) or in different genomic regions (**d**) in MLg cells that were transfected as in (**b**). Square in (**c**) shows H3K4me3 enrichment in different domains as Log2 ratios of MLg cells after *miR-9*-LOF *versus* Ctrl transfected cells. Promoter (Peaks -/+ 2 kb from TSS), Gene body (exon and intron regions outside the −/+2 kb TSS) and Intergenic (peaks not located in previous regions). **e** Aggregate plots showing H3K4me3 enrichment at the indicated genomic regions and relative to indicated H3K4me3 domains in MLg cells transfected as in (**b**). Data were normalized using RPMM. **f** Total RNA-seq in MLg cells transfected as in (**b**). Pie chart shows distribution of significantly, differentially expressed transcripts (*n* = 3320) in decreased (*n* = 2439) and increased transcripts (*n* = 881) after *miR-9*-LOF. **g**, **h** Box plots of RNA-seq-based expression analysis of transcripts with non-significantly changed levels (non-targets; *n* = 324) and significantly decreased levels after *miR-9*-LOF (*miR-9* targets; *n* = 2439). In (**h**), data of significantly decreased transcripts (*n* = 2439) were separated into the indicated H3K4me3 domains, and into the indicated genomic regions. In all box plots, values were normalized using RPKM; represented as log2 RPKM + 1; and showed as median (middle line); 25th, 75th percentile (box) and 5th and 95th percentile (whiskers). In all plots asterisks represent *P*-values, ***P ≤ 0.001; *P ≤ 0.05; ns, non-significant. *P*-values were calculated after two-tailed t-test (box plots) or two-tailed Fisher exact test (bar plots). See also Supplementary Fig. 3. Source data are provided as a Source Data file.

Since broad domains of H3K4me3 have been associated with increased transcription elongation^39^, we analyzed the transcriptome of MLg cells after *miR-9*-LOF by total RNA sequencing (RNA-seq, Fig. 2f−h, Supplementary Fig. 3f). Remarkably, from the transcripts that were significantly affected after *miR-9*-LOF (*n* = 3320), only a minority (*n* = 881; 26.5%) showed increased expression after *miR-9*-LOF, whereas 73.5% (*n* = 2439) showed reduced expression with a median of 1.03 log2 RPKM and an interquartile range (IQR) of 1.51 log2 RPKM (*P* = 5.34E-36), when compared to 1.50 log2 RPKM (IQR = 1.81 log2 RPKM) in Ctrl antagomiR transfected cells (Fig. 2g, top). The genes coding for the transcripts significantly affected by *miR-9*-LOF will be further referred to as *miR-9* target genes. We also observed genes coding for transcripts that were not significantly affected by *miR-9*-LOF (Fig. 2g, bottom, non-targets). Remarkably, the most significant transcription reducing effect after *miR-9*-LOF was observed in those transcripts whose promoter or gene body were embedded within H3K4me3 broad domains (Fig. 2h).

Our results indicate that *miR-9* is required for the basal transcriptional activity of its target genes. This interpretation was supported by sequencing subsequent to chromatin immunoprecipitation (ChIP-seq) in mouse embryonic fibroblasts (MEF) using antibodies specific to total RNA polymerase II (Pol II) and serine 5 phosphorylated Pol II (Pol II S5p^5^,) showing transcription initiation. Heat maps representing the results of the *miR-9* ChIRP-seq (Fig. 3a), Pol II and Pol II S5p ChIP-seq (Fig. 3b) revealed that Pol II and Poll II S5p were enriched at the transcription start sites (TSS) of the *miR-9* target genes. Moreover, genome-wide precision nuclear run-on assay (PRO-seq)^40^ and global run-on sequencing (GRO-seq)^41^, both in MEF, showed nascent RNAs at the TSS of the *miR-9* target genes demonstrating their basal transcriptional activity (Fig. 3c). Correlating with these results, we also observed at the TSS of the *miR-9* target genes increased chromatin accessibility and increased H3K4me3 levels by assay for transposase-accessible chromatin with sequencing (ATAC-seq) and ChIP-seq, respectively (Fig. 3d). To gain further insight into these results, we performed a motif search analysis of the *miR-9* target genes and identified significant enrichment of nucleotide motifs with high G content (Fig. 3e), known to favor the formation of G4^4,15^. Remarkably, we found similar motifs significantly enriched in loci that form G4 as determined by G4 CUT&Tag. Further, as G4 has been shown to cooperate with transcription factors at gene promoters^20,21^, we analyzed publicly available NGS data generated using different methods for the assessment of G4 formation (Fig. 3f). On one hand, we analyzed ChIP-seq data generated using an artificial 6.7 kDa G4 probe (G4P) protein, which binds G4s with high affinity and specificity^18^. On the other hand, we analyzed NGS data generated by G4access, which is an antibody-independent method relying on moderate nuclease digestion of chromatinized DNA^21^. Remarkably, we found by both approaches enrichment of G4 at the TSS of *miR-9* target genes (Fig. 3f). Our results demonstrate that the TSS of *miR-9* target genes show (1) reduced nucleosome density, (2) increased levels of the euchromatin histone mark H3K4me3, (3) enrichment of G4, *miR-9* and transcription initiating Poll II S5p, and (4) nascent RNAs.

**Fig. 3:**
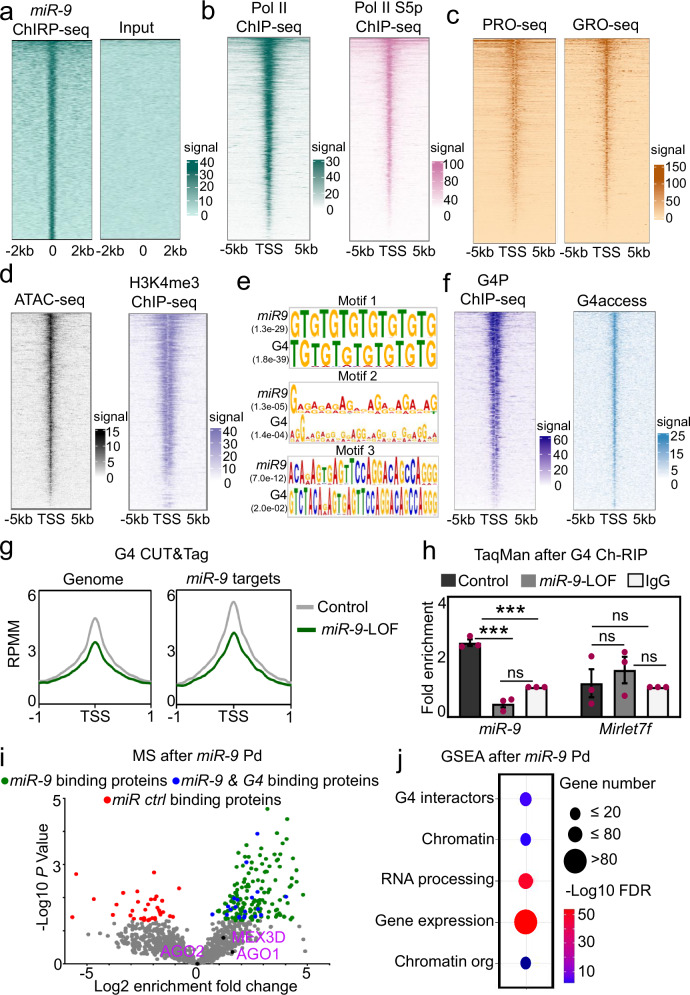
*MiR-9* is required for G-quadruplex formation at promoters. **a** Heat map for *miR-9* enrichment at the TSS ± 2 kb of *miR-9* target genes as determined by RNA-seq in Fig. 2f, g. Heat maps for enrichment of total Pol II and Pol II S5p (**b**), nascent RNA by precision nuclear run-on assay (PRO-seq) and global run-on sequencing (GRO-seq) (**c**), chromatin accessibility by ATAC-seq and H3K4me3 by ChIP-seq (**d**), at the TSS ± 5 kb of *miR-9* target genes. **e** Motif analysis of *miR-9* target genes showed significant enrichment of nucleotide motifs that are similar to motifs found in loci form G4 as determined by G4 CUT&Tag. **f** Heat maps for G4 enrichment at the TSS ± 5 kb of the *miR-9* target genes by G4P ChIP-seq (left) or G4access (right). **g** Enrichment plots after G4-specific CUT&Tag in MLg cells transiently transfected with control (Ctrl) or *miR-9*-specific antagomiR probes to induce *miR-9* loss-of-function (LOF). Data were normalized using RPMM. **h** *Mir-9*- or *Mirlet7f*-specific TaqMan assays after chromatin-RNA immunoprecipitation (Ch-RIP) in MLg cells transfected as in (**g**) and using G4-specific antibodies or IgG. Bar plot shows fold enrichment over IgG as means; error bars, s.e.m (*n* = 3 biologically independent experiments); asterisks, *P*-values after two-tailed t-test, ***P ≤ 0.001; ns, non-significant. **i** Mass spectrometry-based analysis (MS) of proteins precipitated by miRNA pulldown (miR-Pd) from the nuclear fraction of MLg cells using biotinylated control miRNA (*mirctrl*) or *miR-9* as baits. Volcano plot representing the significance (-log10 *P*-values after limma two-tailed t-test) vs. enrichment fold change (log2 enrichment ratios) between *miR-9*-Pd and *mirctrl*-Pd. Each dot represents a protein; green, proteins significantly enriched by *miR-9*; blue, proteins significantly enriched by *miR-9* and interacting with G4s^43^; red, proteins significantly enriched by *mirctrl*; gray and black, non-significantly bound proteins. Black dots show AGO1, AGO2 and MEX3D. **j** Gene set enrichment analysis (GSEA) of the proteins that were significantly binding *miR-9* as identified in (**i**). G4 interactors, proteins interacting with G4s^43^; Chromatin org, Chromatin organization; FDR, false discovery rate. See also Supplementary Fig. 4. Source data are provided as a Source Data file.

To demonstrate that *miR-9* is required for G4 formation, we analyzed by CUT&Tag using G4-specific antibodies chromatin from MLg and MLE-12 cells transiently transfected with Ctrl or *miR-9*-specific antagomiR (Fig. 3g and Supplementary Fig. 4a−c). Analysis of the G4 CUT&Tag data without or with filtering based on G4Hunter scores^42^ showed genome-wide reduction of G4s after *miR-9*-LOF in MLg and MLE-12 cells (Fig. 3g and Supplementary Fig. 4b, both left), thereby demonstrating the requirement of *miR-9* for G4 formation in both cell lines. However, correlating with the levels of nuclear *miR-9* in both cell lines (Fig. 1b), the reducing effect of *miR-9*-LOF on G4 levels was more pronounced in MLg cells at TSS of *miR-9* target genes (Fig. 3g and Supplementary Fig. 4b, both right). Interestingly, the majority of the loci with G4s were different in MLg and MLE-12 cells (Supplementary Fig. 4c), supporting that G4s are involved in the regulation of different genes in both cell lines. To verify the interaction between mature *miR-9* and G4s, we performed TaqMan-based miRNA enrichment analysis following chromatin-RNA immunoprecipitation (Ch-RIP) using G4 specific antibodies (Fig. 3h). G4s significantly bound mature *miR-9* and *miR-9*-LOF abolished this interaction, whereas G4s did not bind mature *Mirlet7f*, a miRNA used as negative control, thereby showing the specificity of the interaction between mature *miR-9* and G4s. To further investigate this interaction and identify protein-binding partners of *miR-9* in the nucleus, we performed a high-resolution mass spectrometry based proteomic approach after miRNA pulldown (miR-Pd) using the nuclear fraction of MLg or MLE-12 cells and biotinylated control miRNA (*mirctrl*) or *miR-9* as baits (Fig. 3i, Supplemenatary Fig. 4d−f and Source Data file). Results from three independent experiments identified 169 proteins in the nuclear fraction of MLg cells and 233 proteins in the nuclear fraction of MLE-12 cells that were significantly enriched after *miR-9*-Pd. From the *miR-9* binding proteins, 20 proteins in the nuclear fraction of MLg cells and 58 proteins in the nuclear fraction of MLE-12 cells have been reported to interact with G4s^43^. Interestingly, *miR-9* did not significantly bind AGO1, AGO2, and MEX3D. However, Gene Set Enrichment Analysis (GSEA)^44^ of the *miR-9* binding proteins (Fig. 3j) showed that nuclear *miR-9* interacted with proteins involved in G4s (*P* = 1.23E-4), Chromatin (*P* = 1.5E-3), RNA processing (*P* = 1.65E-49), Gene expression (*P* = 1.56E-54) and Chromatin organization (*P* = 9.3E-3). All these results support an important role of *miR-9* in G4 formation and transcription regulation. Furthermore, loci visualization of selected *miR-9* target genes (*Zdhhc5*, *Ncl*, *Lzts2*, *Hdac7* and *Ep300*) using the IGV genome browser (Fig. 4a top and Supplementary Fig. 5a, b) showed enrichment of the euchromatin histone mark H3K4me3 at the promoters, which was reduced after *miR-9*-LOF. We also observed nascent RNA at the same loci, supporting basal transcriptional activity, as well as G4 enrichment. Notably, G4 enrichment was reduced by *miR-9*-LOF, confirming the requirement of *miR-9* for G4 formation. Zooming into the loci revealed G-rich sequences that favor the formation of G4^4,15^ (Fig. 4a, bottom, and Supplementary Fig. 5a, bottom). These results were confirmed by promoter analysis of *Zdhhc5*, *Ncl* and *Lzts2* by ChIP using H3K4me3- or G4- specific antibodies and chromatin from MLg cells that were transiently transfected with Ctrl or *miR-9*-specific antagomiR probes (Fig. 4b). We detected H3K4me3 and G4 enrichment at the promoters of all analyzed *miR-9* target genes in Ctrl antagomiR-transfected cells, which was significantly reduced after *miR-9*-LOF. Our results demonstrate that the promoters of *miR-9* target genes are enriched with H3K4me3 and G4, correlating with the basal transcriptional activity detected by RNA-seq (Fig. 2f−h), in a *miR-9*-dependent manner.

**Fig. 4:**
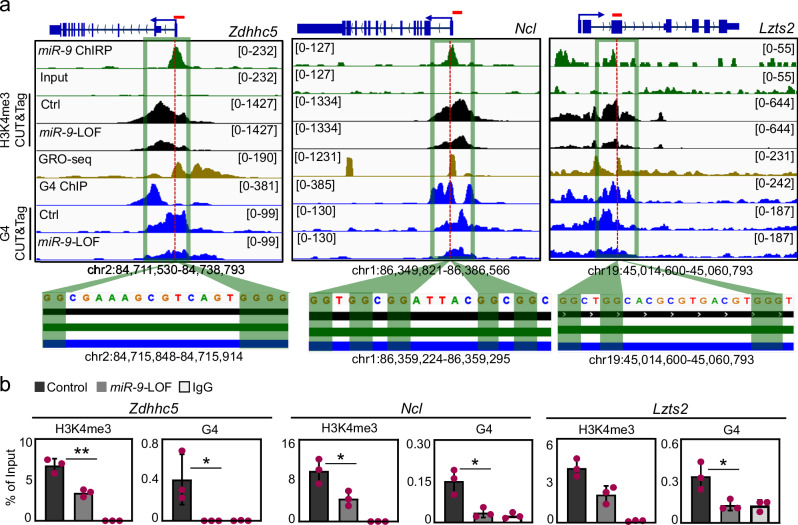
H3K4me3, nascent RNA and G4 are enriched at promoters of selected *miR-9* target genes. **a** Visualization of selected *miR-9* target genes using IGV genome browser showing enrichment of *miR-9* by ChIRP-seq (green), H3K4me3 by CUT&Tag in Ctrl and *miR-9*-specifc antagomiR transfected MLg cells (black), nascent RNA by GRO-seq (brown), G4 by G4P ChIP-seq in NIH/3T3 cells (blue), G4 by CUT&Tag in Ctrl and *miR-9*-specifc antagomiR transfected MLg cells (blue). Reads were normalized using reads per kilobase per million (RPKM) after bamCoverage. Images show the indicated gene *loci* with their genomic coordinates. Arrows, direction of the genes; blue boxes, exons; red lines, regions selected for single gene analysis in (**b**); green squares, regions with enrichment of *miR-9*, H3K4me3, nascent RNA and G4; dotted lines, regions shown at the bottom with high G content. Bottom, black line, H3K4me3 enrichment; green line, *miR-9* enrichment; blue line, G4 enrichment. **b** Analysis of the promoter of selected *miR-9* target genes by ChIP using chromatin from MLg cells transfected with control (Ctrl) or *miR-9*-specific antagomiR to induce *miR-9* loss-of-function (LOF). Bar plots presenting data as means; error bars, s.e.m (*n* = 3 biologically independent experiments); asterisks, *P*-values after two-tailed t-test, **P ≤ 0.01; *P ≤ 0.05. See also Supplementary Fig. 5. Source data are provided as a Source Data file.

### Nuclear *miR-9* is enriched at super-enhancers and is required for G-quadruplexes

An alluvial plot using the data from *miR-9* ChIRP-seq and G4P ChIP-seq^18^ showed enrichment of *miR-9* and G4 at loci that are also enriched for markers of SE, such as MED1 and H3K27ac^45,46^ (Fig. 5a). Furthermore, a Venn diagram using the same data sets together with the data from a GRO-seq experiment^41^ showed 3583 common loci (Fig. 5b) suggesting transcriptional activity from these loci. Remarkably, 95.5% (*n* = 3423) of these transcripts were found in the animal eRNA database^47^ as enhancer RNAs (eRNA) (Fig. 5c). To investigate a potential role of *miR-9* in enhancers, we performed H3K27ac CUT&Tag in Ctrl or *miR-9* antagomiR-transfected MLg cells (Supplemenatary Fig. 6a) and analyzed the data using the rank-ordering of super-enhancers (ROSE) algorithm^11^ to separate SE from typical enhancer (TYE) (Fig. 5d). We detected 1649 SE in Ctrl transfected MLg cells that were significantly reduced to 1084 (*P* = 9.9E-142) after *miR-9*-LOF supporting the requirement of *miR-9* for SE formation. Moreover, crossing the results obtained by applying the ROSE algorithm to the H3K27ac CUT&Tag data with our *miR-9* ChIRP-seq data (Fig. 1d) showed that 25.5% of the SE were enriched with *miR-9* (*P* = 1.5E-5), whereas only 4% of TYE were enriched with *miR-9* (Fig. 5e). These results were confirmed by further analysis of the *miR-9* ChIRP-seq data together with publicly available ChIP-seq data of proteins that have been related to enhancers. Aggregate plots (Supplementary Fig. 6b, c) and a heat map (Fig. 5f) showed significant enrichment of *miR-9* at SE together with H3K27ac, MED1, KLF4, HDAC1, SMAD3, SMARCA4, EP300, SMARCA1, RAD21, MYC, MEIS1, BRG1, HDAC2, and EST1. Interestingly, we also detected significant enrichment of *miR-9* and all the analyzed proteins at TYE. However, the enrichment of all these proteins was significantly higher at SE that also contained *miR-9* as compared to SE without *miR-9* or TYE with/without *miR-9*. In addition, we observed enrichment of CHD4 and SMARCA5 at the same SE as *miR-9*. Supporting these observations, we found that *miR-9* pulled down endogenous CHD4 and SMARCA5 by miR-Pd followed by Western Blot (Supplementary Fig. 6d), whereas both proteins precipitated endogenous *miR-9* by Ch-RIP followed by *miR-9*-specific TaqMan assays (Supplementary Fig. 6e). Our results suggest CHD4 and SMARCA5 as components of SE. Further analysis of the H3K27ac CUT&Tag showed that the breadth of H3K27ac domains significantly decreased after *miR-9*-LOF at SE of MLg cells (Fig. 5g). In addition, the levels of H3K27ac and G4 were higher at SE than at TYE (Fig. 5h). However, *miR-9*-LOF reduced the levels of H3K27ac and G4 at both enhancer types. Remarkably, analysis of the G4 CUT&Tag using the ROSE algorithm showed that the number of SE containing G4s (1753) was significantly reduced (937, *P* = 2.5E-35) after *miR-9*-LOF (Fig. 5i) suggesting a role of G4s in SE formation in a *miR-9*-dependent manner. Supporting these results, aggregate plots using G4-specific ChIP-seq data^18^ showed G4 enrichment at the same SE as *miR-9* in mouse lung fibroblasts (MLg cells) and adenocarcinoma human alveolar basal epithelial cells (A549 cells) (Supplementary Fig. 6f).

**Fig. 5:**
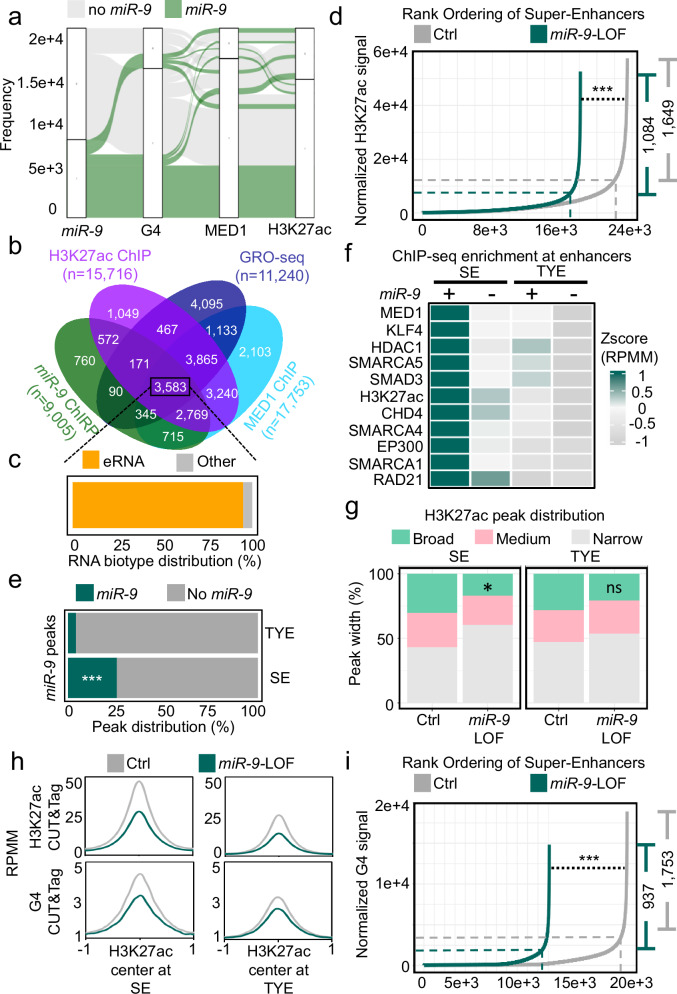
Nuclear *miR-9* is enriched at super-enhancers. **a** Alluvial plot showing loci with *miR-9* enrichment (ChIRP-seq, green) also with enrichment of G4 (G4P ChIP-seq) and SE markers MED1 and H3K27ac (ChIP-seq). No-*miR-9*, loci without *miR-9*. **b** Venn diagram showing common loci (*n* = 3583) with *miR-9* enrichment (ChIRP-seq, green), H3K27ac (ChIP-seq, purple) and MED1 (ChIP-seq, turquoise) and nascent RNA (GRO-seq, blue). **c** RNA biotype distribution of transcripts related to the common loci in (**b**) showing that 3423 transcripts (95.5%) were found in a database as enhancer RNAs. **d** Hockey stick plot after analysis using the ROSE algorithm and showing distribution of normalized H3K27ac CUT&Tag signal across typical enhancers (TYE) and super-enhancers (SE) in Ctrl (gray line) or *miR-9* antagomir (green line) transfected MLg cells. **e** Bar plot showing percentage of TYE and SE with or without *miR-9* in *Ctrl*-transfected MLg cells after cross analysis of the results obtained in (**d**) with the results obtained by *miR-9* ChIRP-seq from Fig. 1d. **f** Heat map showing significant enrichment of the indicated proteins by ChIP-seq at SE and TYE that are also enriched with *miR-9* (green) or not (No *miR-9*, gray). Values, z-Score of the normalized reads counts from annotatePeaks.pl from HOMER. Indicated proteins were previously related to SE in murine cells. All selected proteins showed a significant *P*-value (*P* < 0.001) after two-tailed Willcox test. **g** Bar plots showing H3K27ac peak distribution after ROSE analysis in MLg cells transfected as in (**d**) at SE and TYE divided by the size of the enhancers (SE-broad >3.2 kb, SE-medium >2.3 kb <3.2 kb, SE-narrow <2.3 kb, TYE-broad >0.9 kb, TYE-medium >0.6 kb <0.9 kb and TYE-narrow <0.6 kb). **h** Aggregate plots after CUT&Tag in MLg cells transfected as in (**d**) showing the enrichment of H3K27ac and G4 at SE and TYE. Data were normalized using RPMM. **i** Hockey stick plot after analysis of G4 CUT&Tag as in (**d**). In all plots, asterisks, *P*-values after two-tailed Willcox test (Hockey stick plots) or two-tailed Fisher´s exact test (bar plots), ***P ≤ 0.001; *P ≤ 0.05; ns, non-significant. See also Supplementary Fig. 6 and Supplementary Data 1. Source data are provided as a Source Data file.

Loci visualization of selected SE with *miR-9* enrichment using the IGV genome browser (Fig. 6a top and Supplementary Fig. 7, top) confirmed the enrichment of G4 at the same loci, as well as of MED1, KLF4 and H3K27ac^45,46^, which are markers of SE. Remarkably, CUT&Tag experiments in MLg cells revealed that enrichment of G4 and H3K27ac was reduced a these loci after *miR-9*-LOF, supporting the requirement of *miR-9* for the correct levels of these chromatin features at SE. Interestingly, zooming into the loci revealed G-rich sequences that favor the formation of G4^4,15^ (Fig. 6a, bottom, and Supplementary Fig. 7, bottom). These results were confirmed by analysis of the loci of these SE by ChIP followed by qPCR using H3K4me3- or G4-specific antibodies and chromatin from MLg cells that were transiently transfected with Ctrl or *miR-9*-specific antagomiR probes (Fig. 6b). We detected H3K4me3 and G4 enrichment at the loci of all analyzed SE in Ctrl antagomiR-transfected cells, which was significantly reduced after *miR-9*-LOF. Our results demonstrate that SE with *miR-9* enrichment are also enriched with H3K4me3 and G4 in a *miR-9*-dependent manner.

**Fig. 6:**
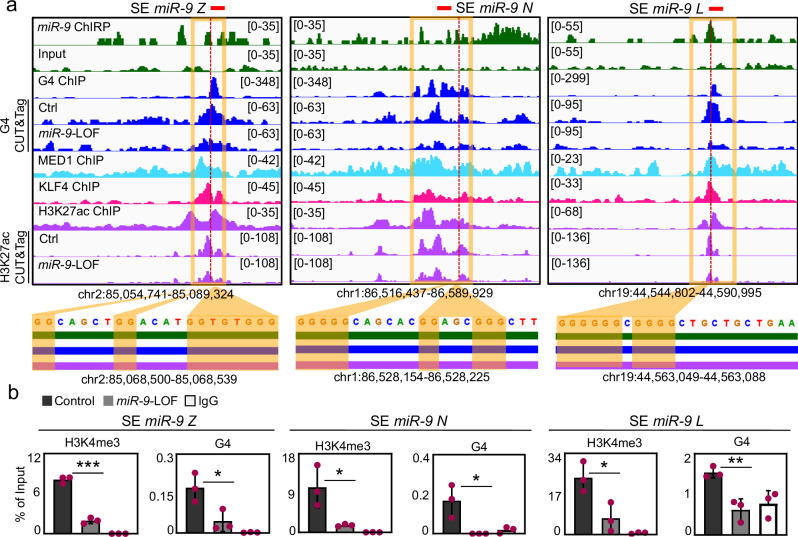
Nuclear *miR-9* is enriched at super-enhancers and is required for G-quadruplexes. **a** Visualization of selected SE with *miR-9* enrichment using IGV genome browser showing enrichment *miR-9* by ChIRP-seq (green), G4 by G4P ChIP-seq in NIH/3T3 cells (blue), G4 by CUT&Tag in Ctrl and *miR-9*-specifc antagomiR transfected MLg cells (blue), MED1 (turquoise), KLF4 (magenta) and H3K27ac (purple) in by ChIP-seq in mouse embryonic fibroblasts, H3K27ac by CUT&Tag in Ctrl and *miR-9*-specifc antagomiR transfected MLg cells (purple). Reads were normalized using reads per kilobase per million (RPKM). Images show the indicated gene loci with their genomic coordinates. Orange squares, regions with enrichment of *miR-9*, G4 and SE markers; red lines, regions selected for single gene analysis in (**b**); dotted lines, regions shown at the bottom with high G content. Bottom, green line, *miR-9* enrichment; blue line, G4 enrichment; purple line, H3K27ac enrichment. **b** Analysis of selected SE with *miR-9* enrichment by ChIP using chromatin from MLg cells transfected with control (Ctrl) or *miR-9*-specific antagomiR to induce *miR-9* loss-of-function (LOF). Bar plots presenting data as means; error bars, s.e.m (*n* = 3 biologically independent experiments); asterisks, *P*-values after two-tailed t-test, ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05. See also Supplementary Figs. 6, 7. Source data are provided as a Source Data file.

### Promoter-super-enhancer looping of TGFB1-responsive genes requires *miR-9*

To further elucidate the biological relevance of our findings we performed GSEA^44^ on the loci with *miR-9* enrichment and nascent RNA as determined by *miR-9* ChIRP-seq and GRO-seq, respectively (Fig. 7a, b). We found significant enrichment of genes related to the categories “TGFB cell response” (*P* = 7.55E-09), “TGFB” (*P* = 2.61E-08), “Cell proliferation” (*P* = 4.66E-08), and “Fibroblasts proliferation” (*P* = 1.61E-07), suggesting an involvement of the loci with *miR-9* enrichment and nascent RNA in these biological processes. Supporting these observations, RNA FISH and immunostaining in MLg cells showed that TGFB1 treatment increased the levels of *miR-9*, G4 and H3K4me3 in *miR-9*-dependent manner (Fig. 7c, d). Similarly as in IPF hLF (Supplementary Fig. 1d), the majority of *miR-9* was detected in the cell nucleus of MLg cells after TGFB1 treatment. Interestingly, we detected significantly increased enrichment of *miR-9* at promoters of *miR-9* target genes after TGFB1 treatment in MLg cells that were analyzed by qPCR after ChIRP using *miR-9*-specific biotinylated antisense oligonucleotides (Fig. 7e). These results were complemented by H3K4me3 ChIP-seq in MLg cells that were transiently transfected with Ctrl or *miR-9*-specific antagomiR probes, and non-treated or treated with TGFB1 (Fig. 7f−h and Supplementary Fig. 8a−c). H3K4me3 levels significantly increased after TGFB1 treatment at promoters of TGFB-responsive genes in *miR-9*-dependent manner (Fig. 7f, left). These effects were not observed at the promoters of genes that did not respond to TGFB1 treatment (Fig. 7f, right) supporting the specificity of the effects observed. By checking on H3K4me3 levels at loci, in which we detected G4s by CUT&Tag, we observed that TGFB1 did not significantly affect H3K4me3 levels, whereas the combination of TGFB1 and *miR-9*-LOF reduced H3K4me3 levels at these loci (Supplementary Fig. 8b). Interestingly, the breadth of H3K4me3 peaks increased after TGFB1 treatment also in *miR-9*-dependent manner (Fig. 7g). Further, loci visualization of the selected *miR-9* target genes (*Zdhhc5*, *Ncl*, *Lzts2*, *Hdac7* and *Ep300*) using the IGV genome browser showed H3K4me3 enrichment at the promoters in non-treated, and Ctrl antagomiR transfected MLg cells that increased after TGFB1 treatment (Fig. 7h and Supplementary Fig. 8c). However, a combination of TGFB1 treatment and *miR-9*-specific antagomiR transfection showed that *miR-9*-LOF counteracted the effect caused by TGFB1 demonstrating the requirement of *miR-9* for the chromatin changes induced by TGFB1 and suggesting its requirement for TGFB1-inducibility of the analyzed genes, as shown below.

**Fig. 7:**
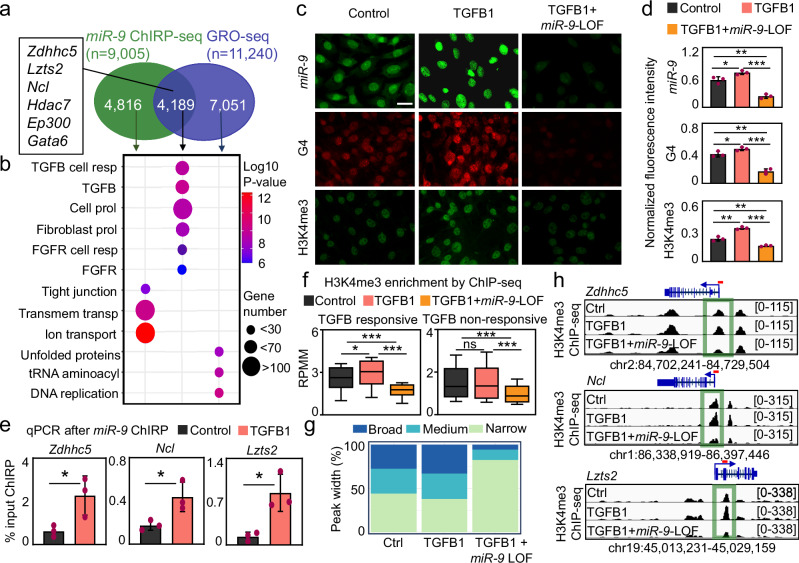
Nuclear *miR-9* is required for H3K4me3 enrichment at promoters of TGFB1-responsive genes. **a** Venn diagram after cross analysis of *miR-9* ChIRP-seq and GRO-seq^41^ showing loci with *miR-9* enrichment and nascent RNAs (*n* = 4189), in which the selected *miR-9* target genes are included (square). **b** Gene set enrichment analysis (GSEA) of the three loci groups identified in (**a**). Resp, response; prol, proliferation; trans, transport. *P* values after two-tailed Fisher´s exact test and represented as log10. **c**, **d** Fluorescence microscopy of MLg cells after *miR-9*-specific FISH (top), G4- (middle) or H3K4me3-specific (bottom) immunostaining. Cells were transfected with control (Ctrl) or *miR-9*-specific antagomiR to induce a loss-of-function (LOF), and non-treated or treated with TGFB1, as indicated. Representative images from three independent experiments (**c**) and quantification of them (**d**). Scale bars, 10 µm. **e** Promoter analysis of the indicated *miR-9* target genes in non-treated or TGFB1-treated MLg cells by qPCR after *miR-9*-specific ChIRP. **f, g** H3K4me3 CUT&Tag in MLg cells that were treated as in (**c**). **f** Box plots showing H3K4me3 enrichment at promoters of genes that are responsive (left) or non-responsive (right) to TGFB1. Data were normalized using RPMM. **g** Genome-wide distribution of H3K4me3 peaks relative to broad, medium and narrow H3K4me3 domains. **h** Visualization of selected *miR-9* target genes using IGV genome browser showing enrichment H3K4me3 by ChIP-seq in MLg cells that were treated as in (**c**). Images show the indicated loci with their genomic coordinates. Arrows, transcription direction; green squares, promoter regions; dotted lines, regions selected for single gene analysis in Fig. 4b. Bar plots show data as means; error bars, s.e.m (*n* = 3 biologically independent experiments). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers). In all plots, asterisks or *P*-values after two-tailed t-test, ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; ns, non-significant. See also Supplementary Fig. 8. Source data are provided as a Source Data file.

Since we observed enrichment of *miR-9*, H3K4me3 and G4 not only at promoters of *miR-9* target genes (Figs. 1–4), but also in specific SE (Figs. 5–6), we decided to analyze the genome-wide effect of TGFB1 on chromatin conformation by a technique that combines an in situ Hi-C library preparation with a chromatin immunoprecipitation (HiChIP, Fig. 8a). For this HiChIP-seq we used H3K4me3-specific antibodies to precipitate SE that physically interact with active promoters and chromatin from MLg cells that were transiently transfected with Ctrl or *miR-9*-specific antagomiR probes, and non-treated or treated with TGFB1 (Fig. 8b−e and Supplementary Fig. 9a−d). 

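HiChIP-seq combines proximity ligation of restriction fragments with immunoprecipitation, so that a pair of reads reports a contact between 2 places in the nucleus, and contacts of places that carry the precipitated histone mark are enriched. MLg cells, a mouse lung fibroblast line, were transfected with 60 nM of a negative control or miR-9-specific antagomiR and harvested 24 h later, and TGFB1 at 5 ng/ml was present for the last 4 h where it was used. The sample labels name no antagomiR for the Control and TGFB1 libraries, and give 2000000 cells where the paper's methods give 5000000 to 10000000. There was 1 library for each of the 4 conditions (Control, TGFB1, TGFB1+miR-9-LOF and miR-9-LOF), without replicates, so no test between conditions could be made. The authors aligned the reads to mm10, removed duplicates and assigned reads to MboI fragments with HiC-Pro, and deposited the list of valid pairs of each library with the position, strand, fragment and mapping quality of both ends. There were 15359978 valid pairs in Control, 10864558 in TGFB1, 14121095 in TGFB1+miR-9-LOF and 15568047 in miR-9-LOF. Pairs on 1 chromosome made up 82.5%, 84.6%, 80.2% and 81.3% of them, in the same order, and 9578947, 6797551, 8800166 and 9847758 pairs lay on 1 chromosome at least 20 kb apart. No pair occurred more than once in a library.
H3K4me3-enriched regions were called from the pair ends in 1-kb bins, on the 4 libraries pooled at equal depth (false discovery rate 0.01, at least 4-fold over the larger of the chromosome mean and the surrounding 100 kb). There were 8292 regions covering 0.448% of the bins, and 84.5% of them lay within 2 kb of the TSS of a protein-coding gene. The share of pair ends in these regions was 9.59% in Control, 6.92% in TGFB1, 4.03% in TGFB1+miR-9-LOF and 4.68% in miR-9-LOF. Counting error is small at this depth, with a 95% Wilson interval of 9.58% to 9.60% for Control. Of the pairs on 1 chromosome at least 20 kb apart, 17.3%, 12.2%, 7.29% and 8.53% had an end in such a region.
Significant interactions were called between 10-kb bins from 20 kb to 2 Mb apart, at least 1 of them holding an enriched region, with at least 2 pairs and a Poisson p of at most 0.01 against the number expected from distance and from the coverage of both bins. Each library was first thinned to the number of pairs on 1 chromosome at least 20 kb apart in the TGFB1 library, the smallest of them. The paper called interactions with HOMER, which was not used here. Its methods also kept only interactions of H3K4me3 peaks with the TSS of miR-9 candidate genes, and scaled hub frequencies to the mean of the hubs. Here all genes entered and hubs were counted without scaling, so hub numbers and interactions per hub are unlike measures to the paper's. In simulated libraries with the real coverage and distances but no loops, the same procedure called 14892 interactions for Control, 11506 for TGFB1, 8253 for TGFB1+miR-9-LOF and 8546 for miR-9-LOF, so many calls at this p need no loop. All intervals and tests on pairs cover counting error only, and a test on the pairs of 2 libraries compares those libraries, not the conditions.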

We detected a significantly increased number of chromatin interaction hubs after TGFB1 treatment (Fig. 8b). Furthermore, up to 65.1% (*P* = 0.02) of these chromatin interaction hubs were also enriched with miR-9 (Fig. 8c). 

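The thinned Control library had 20142 significant interactions, and 250 bins had at least 10 of them and were counted as hubs. The thinned TGFB1 library had 16161 significant interactions and 124 hubs. The log2 ratio of the hub numbers, TGFB1 over Control, was -1.01. This was larger than the counting error of 0.55, estimated at 95% from 10 random splits of each library into equal parts, and larger than the 0.19 that was the most among 20 random reassignments of the pairs to the 2 libraries. Over 10 other thinnings, Control had 219 to 259 hubs. A hub had on average 15.0 interactions in Control and 14.1 in TGFB1, with a median of 13 in both, and the log2 ratio of the means of -0.08 was within its counting error of 0.09. Of the 124 hubs in TGFB1, 106 were also hubs in Control. The hub with the most interactions was the same in both libraries, a bin on chromosome 10 of GRCm38 from 17720001 to 17730000 that holds the TSS of Cited2, with 40 interactions in Control and 28 in TGFB1. Among the simulated libraries without loops, Control had 49 hubs and TGFB1 had 13, a difference in the same direction. Of the alternatives that gave a ratio of hub numbers, thinning to the same number of pairs with an end in an H3K4me3-enriched region moved it most. Control and TGFB1 then had 65 hubs each, a log2 ratio of 0, with 11716 and 12751 significant interactions. With an enriched region required in both bins, Control had 693 significant interactions and TGFB1 786, and neither had a hub. The share of pairs at least 20 kb apart with both ends in enriched regions was lower in TGFB1, at 0.362% against 0.514% in Control.

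**Figure D1:**
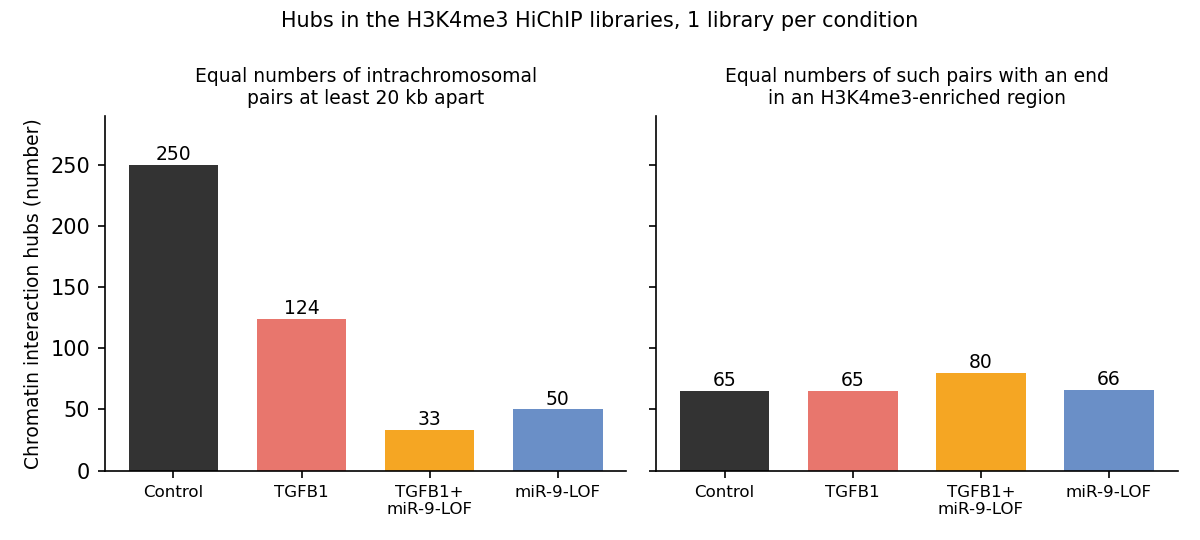
Number of chromatin interaction hubs (vertical axis) in each library, after thinning to equal numbers of intrachromosomal pairs at least 20 kb apart (left) or to equal numbers of such pairs with an end in an H3K4me3-enriched region (right). Each bar is 1 library. The bars run from 33 to 250 hubs on the left and from 65 to 80 on the right.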

Interestingly, *miR-9*-LOF counteracted the effect induced by TGFB1 treatment. 

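The TGFB1+miR-9-LOF library had 11282 significant interactions and 33 hubs, a log2 ratio to TGFB1 of -1.91. Random reassignment of the pairs to these 2 libraries gave log2 ratios of at most 0.30. The random equal parts of the TGFB1+miR-9-LOF library had only 0 to 2 hubs each, and the counting error from them, 2.26, was larger than the difference. Hubs had 12.3 interactions on average, a log2 ratio to TGFB1 of -0.20. The random splits give no usable counting error for it, since only 4 of the 10 had a hub in both parts, and these parts had 1 or 2 hubs at or near the minimum of 10 interactions. Of the 33 hubs, 30 were also hubs in TGFB1 and 32 in Control. Over 10 other thinnings this library had 31 to 40 hubs. The miR-9-LOF library without TGFB1 had 12077 significant interactions and 50 hubs with 12.2 interactions on average. Over 10 other thinnings it had 52 to 63 hubs, always more than these 50. Its log2 ratio to Control was -2.32 for the number of hubs (counting error 1.27) and -0.29 for the interactions per hub, whose error from parts with 1 to 7 hubs is limited by the same minimum. At equal numbers of pairs with an end in an enriched region the directions of the hub numbers did not hold. There were then 80 hubs in TGFB1+miR-9-LOF and 66 in miR-9-LOF, and the log2 ratios were 0.30 against TGFB1 and 0.022 against Control. Those of the interactions per hub were then -0.047 and -0.16.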

Further analysis of the H3K4me3-specific HiChIP-seq data by k-means clustering revealed four clusters (Fig. 8c). 

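The interactions significant in at least 1 of the Control, TGFB1 and TGFB1+miR-9-LOF libraries, 42405 in all, were divided by k-means into 4 clusters on the log2 ratio of their pairs to those in Control, with 1 pair added to each count. The miR-9 ChIRP-seq peaks were not used here, so the clusters cover interactions with and without miR-9. Cluster 1 had 8726 interactions, with a mean log2 ratio to Control of 1.59 ± 0.45 (SD over interactions) in TGFB1 and 0.18 ± 0.59 in TGFB1+miR-9-LOF. Cluster 2 had 10778 interactions, at 0.00 ± 0.57 and -1.12 ± 0.61. Cluster 3 had 8028 interactions, at -0.06 ± 0.67 and 1.26 ± 0.59. Cluster 4 was the largest, with 14873 interactions at -1.61 ± 0.50 and -1.67 ± 0.65. The clusters are numbered by their TGFB1 mean and not after Fig. 8d, and the SDs describe the interactions of 1 library per condition.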

We focused on clusters 1 and 4 since we observed an increase of chromatin interactions in response to TGFB1 treatment in a *miR-9*-dependent manner in these two clusters. 

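A cluster was counted as rising with TGFB1 and falling back with miR-9-LOF when its mean in TGFB1 was above 0.5 and its mean in TGFB1+miR-9-LOF at least 0.5 lower. Only cluster 1 met both conditions, and it held 20.6% of the interactions. When the pairs of the 3 libraries were pooled and dealt out at random 20 times, interactions called again and clustered in the same way, the share in such clusters was 23.0% to 28.9%, with a median of 27.7%. All 20 random shares were above the observed one. Most interactions rest on few pairs, with a median of 4 pairs in Control and TGFB1 and 3 in TGFB1+miR-9-LOF. Thinned to equal numbers of pairs with an end in an H3K4me3-enriched region, the share was 26.3%, above the 18.8% to 24.2% of 5 random reassignments. The libraries then held 3713886 pairs in Control, 5250339 in TGFB1 and 8800166 in TGFB1+miR-9-LOF, and the reassigned libraries kept these totals. Their pairs with an end in a region were therefore unequal, unlike the observed ones, so this comparison decides nothing. With 3 clusters, the alternative that moved the share most, it was 30.6%, below the 31.1% to 32.9% of 5 random reassignments. The paper observed an increase after TGFB1 treatment that depended on miR-9 in its own clusters 1 and 4 (Fig. 8d), and for that reason followed those clusters further.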

Interestingly, these two clusters comprise the loci of the *miR-9* target genes (*Zdhhc5*, *Ncl*, *Lzts2* and *Hdac7*). 

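For each gene, the significant interactions with an end in a 10-kb bin that overlaps 10 kb on either side of its promoter were looked up in the 4 clusters. Zdhhc5 (chromosome 2, 84687970 to 84715180, GRCm38) had 1 interaction and Ncl (chromosome 1, 86344719 to 86359400) had 2, none of them in the cluster that rose with TGFB1 and fell back with miR-9-LOF. Lzts2 (chromosome 19, 45014414 to 45027111) had 10 interactions, 3 of them in that cluster. Hdac7 (chromosome 15, 97792664 to 97844502) had 3, none of them in it. No enriched region was called within 2 kb of the Zdhhc5, Lzts2 and Hdac7 promoters, where the paper reports H3K4me3 by CUT&Tag (Fig. 4a, Supplementary Fig. 5). Regions were called at 8139 of 21755 protein-coding genes, so the lack of a region does not show that the mark is absent. It does limit the interactions that could be called, and 1 to 3 interactions are too few to place a gene in a cluster. The windows also hold Clp1 beside Zdhhc5, Mrpl43 and Twnk beside Lzts2, and Vdr beside Hdac7.
The contacts of each promoter were also counted directly in the libraries at full depth, as pairs from 20 kb to 2 Mb with 1 end within 10 kb of the promoter, per 1000000 such pairs. Zdhhc5 had 31.1 in Control (95% Poisson interval 27.0 to 35.6) and 23.8 in TGFB1 (19.6 to 28.6), a log2 ratio of -0.39 (two-sided exact binomial test between the 2 libraries, p = 0.0237). The log2 ratio was -0.36 for Ncl (exact p = 0.00283) and -0.30 for Lzts2 (exact p = 3.47e-04), and these 3 genes kept adjusted p values of 0.0355, 0.00567 and 0.00125 after Benjamini-Hochberg adjustment over the 6 genes and 3 contrasts tested. For Hdac7 the log2 ratio was -0.14 (exact p = 0.251). Ep300 fell by 0.39 on the log2 scale (exact p = 6.17e-04), and Prap1, which the paper uses as a negative control, had a log2 ratio of -0.21 (exact p = 0.238). In TGFB1+miR-9-LOF over TGFB1 the log2 ratios were -0.33 for Zdhhc5, -0.34 for Ncl, -0.59 for Lzts2 and -0.18 for Hdac7, with p = 0.0951, 0.0118, 2.72e-09 and 0.180 from the same exact test. Over all enriched regions the median log2 ratio was -0.27 for TGFB1 over Control, with 91.7% of the regions below 0, and -0.33 for TGFB1+miR-9-LOF over TGFB1. Relative to that median, TGFB1 over Control was -0.12 for Zdhhc5 (95% interval -0.46 to 0.22), -0.087 for Ncl (-0.33 to 0.15), -0.031 for Lzts2 (-0.20 to 0.14) and 0.13 for Hdac7 (-0.11 to 0.37), so none of these 4 genes stood apart from the regions as a whole. In TGFB1+miR-9-LOF over TGFB1, Lzts2 lay at -0.27 relative to the median (-0.47 to -0.067), and the intervals of the other 3 genes covered 0. Within 5 kb this did not hold, with Lzts2 at -0.13 (-0.45 to 0.20) and Hdac7 at 0.50 (0.10 to 0.91). Lzts2 stayed below the median within 25 kb, at -0.22 (-0.38 to -0.064). With both ends at a mapping quality of at least 30 it lay at -0.25 (-0.46 to -0.048). In miR-9-LOF over Control, Lzts2 lay at -0.23 (-0.39 to -0.060), and within 5 kb at -0.13 (-0.41 to 0.14). Within 25 kb Ncl lost its call for TGFB1 over Control (adjusted exact p = 0.0640), while Hdac7 (log2 ratio -0.29, adjusted exact p = 1.35e-04) and Prap1 (-0.28, adjusted exact p = 0.0118) gained one. Counted per 1000000 pairs with an end in an enriched region, the medians were 0.21 and 0.44, and the ratios of the 6 genes, though not their places relative to the median, changed sign in both comparisons.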

Further, we generated IGV genome browser snapshots to visualize the enrichment of *miR-9*, G4, MED1, KLF4 and H3K27ac at the loci of promoters of *miR-9* target genes and SE with *miR-9* enrichment (Fig. 8d, top). 

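Pairs joining a promoter to the SE that the paper sets beside it (Fig. 6) were counted within 10 kb of both, in the library of Control antagomiR-transfected cells without TGFB1. The Zdhhc5 promoter window lies on chromosome 2 of GRCm38 from 84705848 to 84725914 and its SE window 352 kb away from 85058500 to 85078539, at Tnks1bp1. They were joined by 1 pair, against 2.45 expected from distance and coverage. The Ncl promoter window, on chromosome 1 from 86349224 to 86369295, and its SE window 168 kb away from 86518154 to 86538225, at Ptma, were joined by 8 pairs, against 16.4 expected. The Lzts2 promoter window, on chromosome 19 from 45004414 to 45024414, and its SE window 451 kb away from 44553049 to 44573088, at Hif1an, were joined by 20 pairs, against 13.8 expected. Per 1000000 intrachromosomal pairs at least 20 kb apart these are 0.104 (95% Poisson interval 0.00264 to 0.582), 0.835 (0.361 to 1.65) and 2.09 (1.28 to 3.22). No significant interaction joined a promoter window to its SE window. An H3K4me3-enriched region, which a call requires in 1 of the bins, lay within 2 kb of the Ncl promoter and of the SE of Ncl and Lzts2, but not of the Lzts2 promoter. None lay within 2 kb of the Zdhhc5 promoter or its SE, so the lack of a call there decides nothing.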

In the same snapshots, we present the results of the H3K4me3-specific HiChIP-seq (Fig. 8d, bottom, and Supplementary Fig. 9d) showing chromatin loops between the promoters of *miR-9* target genes and SE with *miR-9* enrichment in Ctrl antagomiR-transfected cells. 

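In TGFB1 treated cells, 0 pairs joined the Zdhhc5 promoter to its SE, which allows up to 0.441 per 1000000 intrachromosomal pairs at least 20 kb apart when the limit is set at 3 counts over the total, 9 pairs joined the Ncl promoter to its SE and 8 pairs the Lzts2 promoter. In TGFB1+miR-9-LOF there were 0, 7 and 4 pairs, and in miR-9-LOF 0, 5 and 13. The limits set in this way for Zdhhc5 in these libraries are 0.341 and 0.305. The upper ends of the 95% Poisson intervals are 0.543 in TGFB1, 0.419 in TGFB1+miR-9-LOF and 0.375 in miR-9-LOF. For Ncl the log2 ratio of TGFB1 over Control was 0.66 (95% interval -0.88 to 2.24, two-sided exact binomial test, p = 0.339), and for Lzts2 it was -0.83 (-2.22 to 0.42, exact p = 0.184). TGFB1+miR-9-LOF over TGFB1 gave -0.74 for Ncl (exact p = 0.324) and -1.37 for Lzts2 (exact p = 0.145). After Benjamini-Hochberg adjustment over the loci and contrasts, the smallest p was 0.610. The 3 loci together had 29 pairs in Control, 17 in TGFB1, 11 in TGFB1+miR-9-LOF and 18 in miR-9-LOF, against 32.6, 16.2, 12.7 and 16.4 expected from distance and coverage. The log2 ratio over the 3 loci was -0.28 for TGFB1 over Control (exact p = 0.554) and -1.0 for TGFB1+miR-9-LOF over TGFB1 (exact p = 0.0853). Per 1000000 such pairs with an end in an H3K4me3-enriched region, the former was 0.22 (exact p = 0.640) and the latter -0.26 (exact p = 0.706), and within 5 kb the latter was 0.21 (exact p = 1). A difference between the libraries was otherwise not detectable at this depth, except for Lzts2 within 25 kb between miR-9-LOF and Control (log2 ratio -1.12, adjusted exact p = 0.00599). Within 25 kb the 3 loci together gave -0.68 for TGFB1+miR-9-LOF over TGFB1, with an exact p of 0.0171 that was not adjusted over contrasts or settings. Contacts of all enriched regions were lower in that window too, with medians of -0.20 for TGFB1+miR-9-LOF over TGFB1 and -0.36 for miR-9-LOF over Control.

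**Figure D2:**
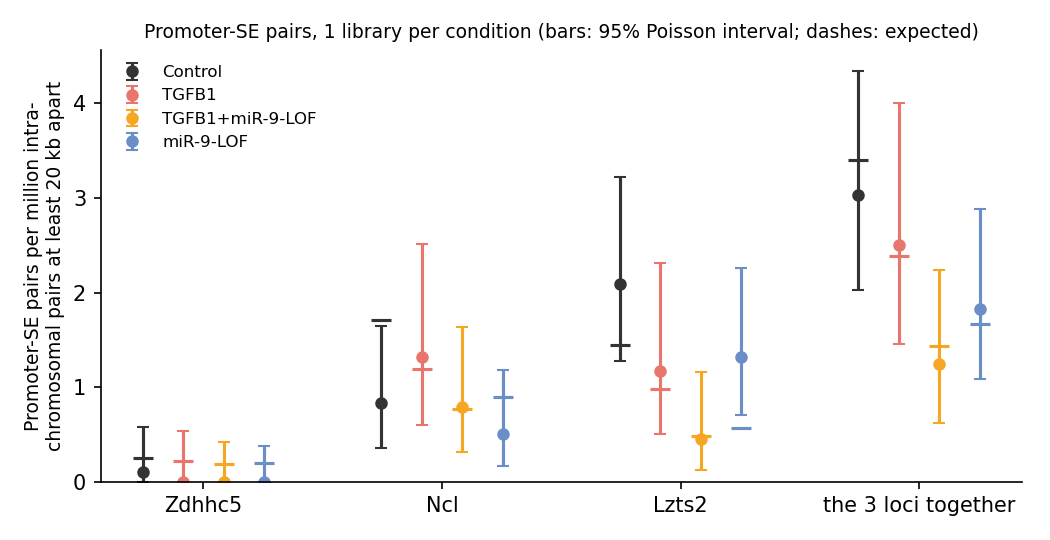
Promoter-SE pairs per 1000000 intrachromosomal pairs at least 20 kb apart (vertical axis) at each locus and at the 3 loci together. Points are 1 library each, bars are 95% Poisson intervals for counting error, and dashes are the numbers expected from distance and coverage. At the 3 loci together the points are 3.03 in Control, 1.25 in TGFB1+miR-9-LOF and 1.83 in miR-9-LOF, with TGFB1 between Control and miR-9-LOF, and the intervals of Control and TGFB1 overlap.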

Strikingly, these promoter-SE-loops increased in TGFB1 treated cells in a *miR-9*-dependent manner, since *miR-9*-LOF counteracted the effect caused by TGFB1. To correlate the results from H3K4me3-specific HiChIP-seq with changes in chromatin, we analyzed the promoters and SE with *miR-9* enrichment by ChIP qPCR using H3K4me3- and G4-specific antibodies and chromatin from MLg cells that were transfected with Ctrl or *miR-9*-specific antagomiRs, and non-treated or treated with TGFB1 (Fig. 9a). TGFB1 treatment significantly increased H3K4me3 and G4 levels at the analyzed promoters and SE. Further, *miR-9*-LOF significantly reduced the effect caused by TGFB1 treatment, whereas *miR-9*-LOF alone significantly reduced H3K4me3 and G4 levels when compared to Ctrl antagomiR transfected cells. To correlate these changes in chromatin structure with gene expression, we analyzed the expression of *miR-9* target genes by qRT-PCR in MLg cells under the same conditions as specified above (Fig. 9b). The expression of all analyzed *miR-9* target genes significantly increased after TGFB1 treatment in *miR-9*-dependent manner, correlating with our chromatin structure analysis (Figs. 7f-g and 9a). Further, *miR-9*-LOF alone significantly reduced the basal transcription levels of the analyzed *miR-9* target genes as compared to Ctrl antagomiR transfected cells confirming our RNA-seq results (Fig. 2f-h). These qRT-PCR-based results were confirmed by RNA-seq using total RNA from in MLg cells (Fig. 9c). In summary, our results support a model (Fig. 9d), in which G4s are formed in a *miR-9*-dependent manner at both, promoters of TGFB1-responsive genes, as well as SE with which these promoters form loops (left). Further, H3K4me3, G4 and promoter-SE looping increased after TGFB1 treatment allowing these two regulatory elements to come into close physical proximity and enhance transcription of the corresponding genes (middle) also in *miR-9*-dependent manner (right).

**Fig. 8:**
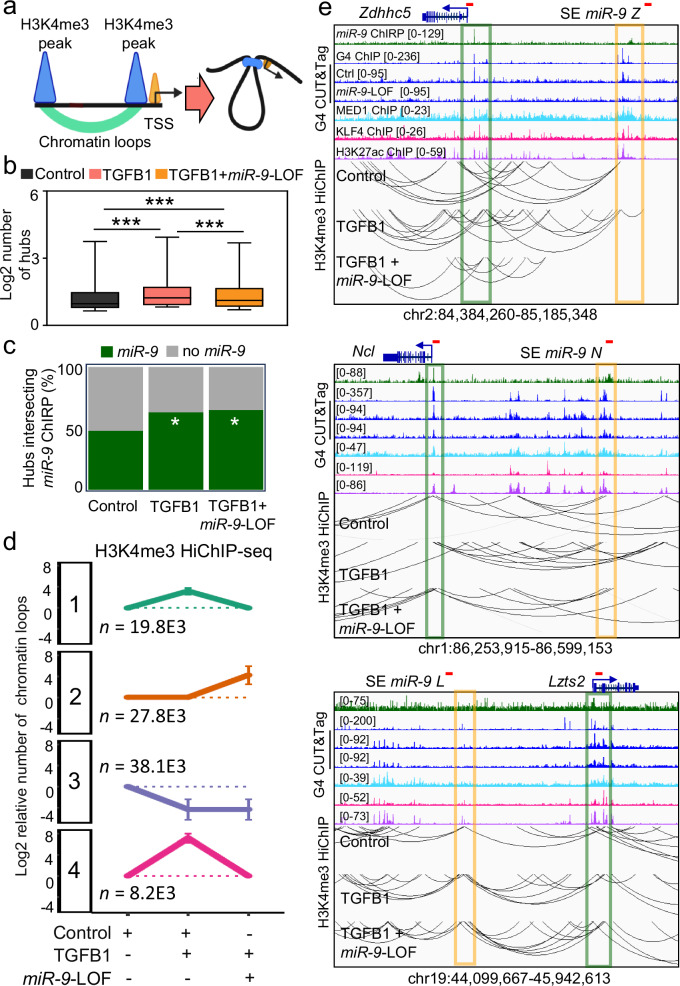
Nuclear *miR-9* is required for chromatin loops at promoters of TGFB1-responsive genes. **a** Schematic representation of chromatin loops that are enriched with H3K4me3 and enhance transcription. TSS, transcription start site. Created in BioRender. Rogel, D. (2022) BioRender.com/q42a090. **b** Box plot showing the number of chromatin interaction hubs by H3K4me3-specific HiChIP-seq in MLg cells that were transfected with control (Ctrl) or *miR-9*-specific antagomir (*miR-9*-LOF, loss-of-function), and non-treated or treated with TGFB1, as indicated. Box plot indicates median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers). Number of hubs in Ctrl, *n* = 34,638; in TGFB1, *n* = 16,361 and TGFB1+*miR-9*-LOF, *n* = 16,668. Asterisks, *P*-values after two-tailed t-test, ***P ≤ 0.001. **c** Bar plot showing the percentage of significant chromatin interactions at loci with or without *miR-9* after cross analysis of the results obtained in (**b**) with the results obtained by *miR-9* ChIRP-seq from Fig. 1d. Asterisk, *P*-values after Fisher´s exact test, *P ≤ 0.05. **d** Line charts showing the number of significant chromatin interactions at loci with *miR-9* and H3K4me3 enrichment in MLg cells treated as in (**b**). Four clusters were generated using k-means algorithm. Data are represented as log2 of the ratio relative to Ctrl-transfected, non-treated cells. Numbers indicate number of significant chromatin interactions in each cluster; error bars, SD. **e** Visualization of promoters of selected *miR-9* target genes (green squares) and SE with *miR-9* enrichment (orange squares) using IGV genome browser showing enrichment *miR-9* by ChIRP-seq (green), G4 by G4P ChIP-seq (blue), MED1 (turquoise), KLF4 (magenta) and H3K27ac (purple) by ChIP-seq. Reads were normalized using reads per kilobase per million (RPKM) measure and are represented as log2 enrichment over their corresponding inputs. Bottom, chromatin loops by HiChIP-seq in MLg cells treated as in (**b**). Images show the indicated loci with their genomic coordinates. Arrows, transcription direction; red lines, regions selected for single gene analysis in Fig. 9a. See also Supplementary Fig. 9. Source data are provided as a Source Data file.

**Fig. 9:**
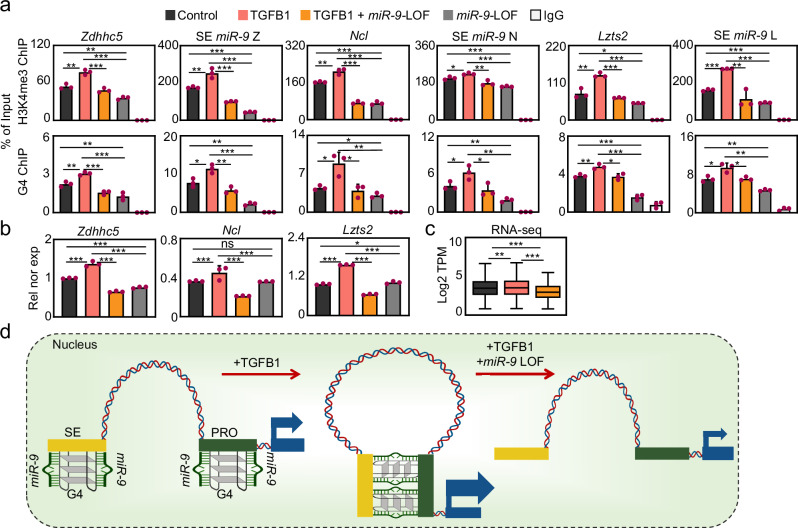
Promoter-super-enhancer looping of TGFB1-responsive genes requires *miR-9.* **a** Analysis of the promoters and SE highlighted in Fig. 8b by ChIP using the indicated antibodies and chromatin of MLg cells that were transfected with control (Ctrl) or *miR-9*-specific antagomir (*miR-9*-LOF, loss-of-function), and non-treated or treated with TGFB1, as indicated. **b** Expression analysis of the selected *miR-9* target genes by qRT-PCR in MLg cells treated as in (**a**). All bar plots present data as means; error bars, s.e.m (*n* = 3 biologically independent experiments). **c** RNA-seq using total RNA from in MLg cells treated as in (**a**). Data are presented as Log2 of transcript per million (TPM). Box plot shows median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers). Number of genes in all three conditions is *n* = 24,957. I all plots, asterisks represent *P*-values after two-tailed t-test, ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; non-significant. See also Supplementary Fig. 9. Source data are provided as a Source Data file. **d** Model summarizing the results presented in the manuscript. Left, G4 are formed in *miR-9* (red lines) -dependent manner at SE (orange box) and promoters (green box) of TGFB1-responsive genes (blue box, coding region). Middle, TGFB1treament increases euchromatin histone mark H3K4me3, G4 and chromatin loops bringing SE and promoter to close physical proximity, thereby enhancing transcription (arrow) of the corresponding gene. Right, *miR-9*-LOF antagonizes the effects induced by TGFB1. Created in BioRender. Rogel, D. (2023) BioRender.com/c64w876.

## Discussion

Our study placed a nuclear microRNA in the same structural and functional context with non-canonical DNA secondary structures and 3D genome organization during transcription activation. We uncovered a mechanism of transcriptional regulation of TFGB1-responsive genes that requires nuclear *miR-9* and involves G4s and promoter-SE looping. Various aspects of the model proposed here are interesting. For example, nuclear *miR-9* was neither related to transcription regulation nor chromatin structure prior to our study, even though *miR-9* participates in a wide spectrum of biological functions including AGO2-dependent degradation of the lncRNA *MALAT1* in the cell nucleus^32,34,35^. Previously, we have shown that other nuclear miRNA, *Mirlet7d*, is part of the ncRNA-protein complex MiCEE that mediates epigenetic silencing of bidirectionally transcribed genes and nucleolar organization^6,37^. In this context, nuclear *Mirlet7d* binds ncRNAs expressed from these genes, and mediates their degradation by the RNA exosome complex. It will be the scope of future work to determine whether nuclear *miR-9* also binds to ncRNA expressed from the *miR-9* target loci and mediates their degradation by a similar mechanism. Following this line of thought, it has been reported that G4s are found in genomic regions containing R-loops^48,49^, which are three-stranded nucleic acid structures consisting of a DNA-RNA hybrid and the associated non-template single-stranded DNA^50^. Moreover, we have previously reported that R-loops regulate transcription in response to TGFB1 signaling^5^. Interestingly, when a G4 is formed opposite to the R-loop on the associated single-stranded DNA, a so called G-loop structure is generated^51^. Sato and colleagues recently reported a mechanism involving G-loop structures, in which the transcripts stabilizing the R-loops are relevant for the controlled resolution of the G4s, thereby preventing mutagenic G4s and supporting genomic stability^51^. We will investigate in a future project whether nuclear *miR-9* is involved in a similar mechanism targeting the ncRNAs in R-loops and promoting controlled G4 resolution during transcription initiation.

Another interesting aspect of the model proposed here is the participation of G4s in 3D genome organization during transcription activation. DNA G4s are stable four-stranded non-canonical structures that are highly related to promoters and transcription activation^17–19^. Further, a recent publication based on integrative analysis of multi-omics studies have provided comprehensive mechanistic insights into the function of G4s as promoter elements that reduce nucleosome density, increase the levels of active histone marks (H3K4me3 and H3K27ac), generate nucleosome arrays by positioning nucleosomes at a periodic distance to each other and facilitate pause release of Poll II into effective RNA production resulting in enhanced transcriptional activity^22^. Even though similar chromatin features were described to be induced by G4s at promoter-distal regulatory elements, such as SE^52^, no mechanistic insight elucidating the role of G4s in chromatin looping mediating long-range enhancer-promoter interactions was available prior to our study. Our results demonstrate physical interaction of *miR-9* with G4s, as well as with proteins that are known to interact with G4s (Fig. 3h, i)^43^. In addition, we found that G4s are formed in a *miR-9*-dependent manner (Figs. 3g, 4, 5h, i and 6) at promoters of TGFB1-responsive genes, as well as SE with which these promoters form loops (Fig. 8d). Interestingly, TGFB1 treatment of MLg cells (1) increased *miR-9* levels in the cell nucleus and more specifically at promoters of *miR-9* target genes (Fig. 7c−e), (2) augmented H3K4me3 levels at promoters of TGFB1-responsive genes and the breadth of H3K4me3 domains (Fig. 7f−h), (3) increased chromatin interaction hubs and promoter-SE looping (Fig. 8) allowing these two regulatory elements to come into close physical proximity and enhance transcription of the corresponding genes (Fig. 9b). All these effects in the chromatin structure after TGFB1 treatment occurred in a *miR-9*-dependent manner. One can hypothesize that G4 may stabilize the interaction between these two regulatory elements, allowing for increased transcription. We will investigate this hypothesis and whether the G4 are formed with DNA strands from the promoter and from the SE in a future project.

Our *miR-9*-LOF experiments showed that *miR-9* is required for H3K4me3 broad domains (Fig. 2a−e), basal transcriptional activity (Fig. 2e−g) and TGFB1-inducibility (Fig. 9b) of *miR-9* target genes. H3K4me3 is a well-characterized euchromatin histone mark related to genes with high transcriptional activity, probably contributing to release of Poll II pausing into elongation^39^. Furthermore, it has been shown that genes with broad domains of H3K4me3 are transcriptionally more active than genes with narrow domains^39,53^, which is consistent with our findings. Interestingly, H3K4me3 broad domains have been linked to genes that are critical to cellular identity and differentiation^39,38,53,54^. Moreover, H3K4me3 broad domains are associated with increased transcription elongation and enhancer activity, which together lead to exceptionally high expression of tumor suppressor genes, including TP53 and PTEN^39^. On the other hand, TGFB signaling is one of the prominent pathways implicated in hyperproliferative disorders, including cancer^27,37,55–57^. Our results in primary, patient-derived hLF showing *miR-9* in the cell nucleus of IPF hLF, whereas in Ctrl hLF the majority of *miR-9* was in the cytosol, suggest a translocation mechanism of *miR-9* into the cell nucleus that is related to IPF, which in turn is linked to TGFB1 signaling^37^. It will be the scope of our future work to determine the clinical relevance of the model of transcription regulation proposed here within the context of hyperproliferative disorders with special attention on IPF.

## Methods

### Cell culture

Mouse lung fibroblast cells MLg (ATCC CCL-206) and MFML4^58^ were cultured in complete DMEM (4.5 g/L glucose, 10% FCS, 1% Pen-Strep, 2 mM L-glutamine) at 37 °C in 5% CO_2_. Mouse lung epithelial cells MLE-12 (ATCC CRL-2110) were cultured in complete DMEM/F12 (5% FCS, 1% Pen-Strep) at 37 ^°^C in 5% CO_2_. Mouse mammary gland epithelial cells NMuMG (ATCC CRL-1636) were cultured in complete DMEM (4.5 g/L glucose, 10 µg/mL insulin (90%), 10% FCS, 1% Pen-Strep) at 37 °C in 5% CO_2_. Human primary lung fibroblasts from control donors were cultured in complete MCDB131 medium (8% fetal calf serum (FCS), 1% L‐glutamine, penicillin 100 U/ml, streptomycin 0.1 mg/ml, epidermal growth factor 0.5 ng/ml, basic fibroblast growth factor 2 ng/ml, and insulin 5 μg/ml)) at 37 °C in 5% CO_2_. During subculturing, cells were 1x PBS washed, trypsinized with 0.25% (w/v) Trypsin and split at the ratio of 1:5 to 1:10. The cell lines used in this paper were mycoplasma free. They were regularly tested for mycoplasma contamination. In addition, they are not listed in the database of commonly misidentified cell lines maintained by ICLAC.

### Cell transfection, treatment and antagomiR-mediated *miR-9* loss-of-function

Cells were transfected with antagomiR probes (Ambion) using Lipofectamine 2000 (Invitrogen) following the manufacturer’s instructions, and harvested 24 h later for further analysis. Anti-hsa-miR*-Mir-9-5p* (Ambion, #17000), and Anti-miR negative control (Ambion, #17010) were transfected at 60 nM final concentrations. Following 20 h after transfection, TGFB1 signaling was induced with 5 ng/ml final concentration of human recombinant TGFB1 (Sigma-Aldrich) for 4 h.

### Bacterial culture and cloning

For cloning experiments, chemically competent *E. coli* TOP10 (ThermoFisher Scientific) were used for plasmid transformation. TOP10 strains were grown in Luria broth (LB) at 37 °C with shaking at 180 rpm for 16 h or on LB agar at 37 °C overnight.

### RNA isolation, reverse transcription, quantitative PCR and TaqMan assay

Expression analysis by qRT-PCR were performed as previously described^59^. Briefly, total RNA from cell lines was isolated using the RNeasy Mini kit (Qiagen) and quantified using a Nanodrop Spectrophotometer (ThermoFisher Scientific). Synthesis of complementary DNA was performed using 1–2 μg total RNA and the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Quantitative real-time PCR reactions were performed using SYBR® Green on the Step One plus Real-time PCR system (Applied Biosystems). Housekeeping gene *Gapdh* was used to normalize gene expression. Primer pairs used for gene expression analysis are described in the Supplementary Table 1.

For *miR-9* expression analysis, total RNA was isolated with Trizol (Invitrogen), quantified using a Nanodrop Spectrophotometer (ThermoFisher Scientific), 0.5–2 μg total RNA was used for reverse transcription (High-Capacity cDNA Reverse Transcription Kit, ThermoFisher Scientific) and subsequently *miR-9*-specific TaqMan assay (Applied Biosystems) in the Step One plus Real-time PCR system (Applied Biosystems). All bar plots with individual dots were generated using GraphPad Prism 8 software.

### MiRNA fluorescence in situ hybridization

MiRNA Fluorescence in situ hybridization (miRNA-FISH) was performed as described earlier^6^ with minor adaptations. Briefly, cells were fixed with 4% PFA, dehydrated with 70% ethanol and incubated with pre-hybridization buffer (50% formamide, 5X SSC, 5X Denhardt’s solution, 200 μg/ml yeast RNA, 500 μg/ml salmon sperm DNA and 2% Roche blocking reagent in DEPC treated water). Incubation with pre-hybridization buffer was carried out for 4 h at room temperature. Pre-hybridization buffer was replaced with denaturizing hybridization buffer (10% CHAPS, 20% Tween, 50% formamide, 5X SSC, 5X Denhardt’s, 200 μg/ml yeast RNA, 500 μg/ml salmon sperm DNA and 2% Roche blocking reagent in DEPC treated water) containing biotin and Locked Nucleic Acid (LNA^TM^) probes (Exiqon) specific to mature *miR-9* to a final concentration of 20 pM and incubated at 55 °C overnight. Next day, cells were briefly washed with 5X SSC buffer pre-warmed to 60 °C and then incubated with 0.2X SSC at 60 °C for 1 h. Later, cells were incubated with B1 solution (0.1 M Tris pH 7.5, 0.15 M NaCl) at room temperature for 10 min. B1 solution was then replaced with blocking solution (10% FCS, 0.1 M Tris pH 7.5, 0.15 M NaCl) and incubated for 1 h at RT. Cells were then incubated with FITC labeled rabbit anti-Biotin (Abcam) antibody overnight at 4 °C. DAPI was used as nuclear dye. Cells were examined with a fluorescence microscope (Leica DMI300 B) and/or confocal microscope (Leica SP5-X).

### Immunofluorescence and confocal microscopy

Immunostaining was performed as previously described^37^. Briefly, cells were grown on coverslips, fixed with 4% PFA for 10 min at RT and permeabilized with 0.4% Triton X-100 in 1x PBS for 10 min at RT. During immunostaining procedure, all incubations and washes were performed with histobuffer containing 3% bovine serum albumin (BSA) and 0.2% Triton X-100 in 1x PBS, pH 7.4. Non-specific binding was blocked by incubating with 5% BSA in 1x PBS, pH 7.4. Cells were then incubated with primary antibodies overnight at 4 °C. After 3 washes with histobuffer (15 min each), secondary antibody was incubated at RT for 1 h followed by DAPI nuclear staining (Sigma, Germany). Immunostainings were examined with an immunofluorescence microscope (Leica DMI300 B) and/or confocal microscope (Leica SP5-X). Antibodies used were specific for H3K4me3 (Abcam, ab8580). Alexa 488 or Alexa 594 tagged secondary antibodies (Invitrogen, Germany, dilution 1:1000) were used. DAPI (Sigma, Germany) was used as nuclear dye.

### Chromatin isolation by miRNA purification and sequencing

Chromatin isolation by miRNA purification (ChIRP) was performed as described^60^, with slight modifications. Briefly, MLg and MLE-12 cells were cross-linked by 1% formaldehyde for 10 min, lysed, and sonicated with a Diagenode Bioruptor to disrupt and fragment genomic DNA. After centrifugation, chromatin was incubated with 100 pmol of biotin-labeled anti-sense LNA^TM^ probes (Exiqon) specific to mature Mirlet7d, or control, at 37 °C for 4 h. Streptavidin-magnetic C1 beads (Invitrogen) were blocked with 500 ng/μL yeast total RNA and 1 mg/mL BSA for 1 h at room temperature, and washed three times in nuclear lysis buffer (2 mM Tris-HCl, pH 7.0, 250 mM NaCl, 2 mM EDTA, 2 mM EGTA, 1% Triton X-100, 0.2 mM DTT, 20 mM NaF, 20 mM Na3VO4, 40 μg/mL phenylmethylsulfonyl fluoride, protease inhibitor, and RNase inhibitor in DEPC-treated water) and resuspended in its original volume. We added 100 µL of washed/blocked C1 beads per 100 pmol of probes, and the whole reaction was mixed for another 30 min at 37 °C. Beads:biotinprobes:RNA:chromatin adducts were captured by magnets (Invitrogen) and washed five times with 40×bead volume of wash buffer. DNA was eluted with a cocktail of 100 μg/mL RNase A (ThermoFisher Scientific). Chromatin was reverse cross-linked at 65 °C overnight. Later, DNA was purified using the QIAquick PCR Purification Kit (Qiagen) according to manufacturer’s instructions and used for single gene promoter analysis by qPCR and for sequencing. Primer pairs used for qPCR analysis are described in in the sub-section “Chromatin immunoprecipitation” below. ChIRP-seq was performed by single-end sequencing on an Illumina HiSeq2500 machine at the Max Planck-Genome-Centre Cologne. Raw reads were trimmed using Trimmomatic-0.36 with the parameters (ILLUMINACLIP:${ADAPTERS}:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:20 CROP:70 HEADCROP:10 (10.1093/bioinformatics/btu170). Trimmed reads were mapped to mouse genome mm10 using Bowtie2 (default settings)^61^. Next, PCR duplicates were removed from the BAM files using the MarkDuplicates.jar tool from Picard (version 1.119). MCAS14^62^ was used (macs14 -t ChIRP -c Inp -f BAM -p 1e-3 -g 1.87e9 --nomodel --shiftsize 100 and 30 -n). Peak lists were merged with bedtools merge (default settings). Peaks were annotated using annotatePeaks.pl from HOMER^63^. BAM files were converted to bigwig files by the help of bamCoverage from deeptools (-bs 20 --smoothLength 40 -p max --normalizeUsing RPKM -e 150)^64^. The cis-regulatory element annotation system (CEAS)^65^ was used to determine the distribution of the peaks from *miR-9* ChIRP-seq in different genomic areas (intron, exon, 5′ UTR, 3′ UTR, promoter, intergenic, and downstream).

### Motif analysis of ChIRP and G4-ChIP-seq data

MEME Suite (Motif-based sequence analysis tools)^66^ was used for de-novo DNA motif search analysis. The *miR-9* ChIRP-seq data file containing peaks annotated near the promoter of the genes was used for the motif search. The G4 ChIP-seq^18^ file containing peaks annotated near the promoter of the genes was used for the motif search was used for the motif search analysis. The settings in the de-novo DNA motifs search were: (1) a normal enrichment mode to search the motif, (2) length of the motifs allow between 10 and 25 bp widths, (3) motif site distribution of repetition on the fasta file and (4) three maximum motifs to report.

### Super-Enhancer and related enhancer areas enriched with *miR-9*

To find enhancer and Super-Enhancer, the Program Rank Ordering of Super-Enhancer (ROSE) was used (default settings). To determine the potential super-enhancer marked or not marked by *miR-9*, we crossed the *miR-9* ChIRP-seq, with the output results from ROSE of H3K27ac peaks from MLg Ctrl cells using bedtools intersect. If at least a peak of *miR-9* overlap with an H3K27ac peak that type of enhancer will be considered as marked by *miR-9*. overlap with H3K27ac.

All ChIP-seq and *miR-9* ChIRP-seq were quantified from the center of both Peak list by the help of annotatePeaks from HOMER with the settings: annotatePeaks.pl list.bed mm10 -size 4000 -norm 1,000,000 -hist 10 -d maketagLib_Samples > output_quanty.txt. The results of this command were used as input in a custom R-script to produce the aggregate plots to normalized by Z-score of the enrichment of the protein on the type of enhancer area by the help of a custom Script in R. (https://github.com/jcorderJC12/001nuMir9_G4_3D).

### Chromatin immunoprecipitation (ChIP)

ChIP analysis was performed as described earlier^5,67^ with minor adaptations. Briefly, cells were cross-linked with 1% methanol-free formaldehyde (ThermoFisher Scientific) lysed, and sonicated with Diagenode Bioruptor to an average DNA length of 300–600 bp. After centrifugation, the soluble chromatin was immunoprecipitated with 3 µg of antibodies specific for H3K4me3 (Abcam, # ab8580), DNA G-quadruplex structures, clone BG4 (Millipore, # MABE917), and IgG (Santa Cruz, #sc-2027). Reverse crosslinked immunoprecipitated chromatin was purified using the QIAquick PCR purification kit (Qiagen) and subjected to ChIP-quantitative PCR. The primer pairs used for gene promoter and super-enhancer regions are described in the Supplementary Table 2.

### Chromatin RNA immunoprecipitation

Chromatin RNA immunoprecipitation (Ch-RIP) analysis was performed as described 47 with minor adaptations. Briefly, cells were cross-linked by 1% formaldehyde for 10 min, lysed, and sonicated with Diagenode Bioruptor to disrupt and fragment genomic DNA. After centrifugation, the soluble chromatin was immunoprecipitated using antibodies. Precipitated chromatin complexes were removed from the beads by incubating with 50 μl of 1% SDS with 0.1 M NaHCO3 for 15 min, vortexing every 5 min and followed by treatment with DNase I. Reverse cross-linked immunoprecipitated materials were used for RNA isolation by Trizol (Invitrogen). Isolated RNA was subjected to cDNA synthesis and further for TaqMan assay or qPCR. Primer pairs used for Ch-RIP analysis are described in Supplementary Table 2.

### Cleavage under targets and tagmentation (CUT&Tag)

CUT&Tag experiments were performed as described previously^49,68^ using antibodies specific for DNA G-quadruplex structures, clone BG4 (Millipore, # MABE917), H3K4me3 (Abcam, # ab8580), and H3K27ac (Abcam, # ab4729). Briefly, 1 × 10^5^ cells were harvested, washed with wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine), and immobilized to concanavalin A coated beads with incubation at room temperature for 10 min. The bead-bound cells were incubated in 200 µl of primary antibody buffer (wash buffer with 1% BSA, 2 mM EDTA, and 0.05% digitonin for gentle permeabilization of the plasma and nuclear membrane) with 1:100 primary antibody dilution at 4 °C by rotating overnight. The next day, the primary antibody buffer was removed and cells were washed with 800 µl of dig-wash buffer (wash buffer with 1% BSA and 0.05% digitonin) three times. After washing, BG4 antibody-incubated cells were resuspended in 200 µl of dig-wash buffer with 1:100 dilution of mouse anti-FLAG antibody (Sigma, F1804) and incubated at room temperature for 1 h with slow rotation. Cells were washed with 800 µl of dig-wash buffer briefly three times to remove unbound antibodies. Anti-FLAG treated cells were incubated with 1:100 dilution of rabbit anti-mouse antibody (Sigma, M7023) in 200 µl of dig-wash buffer at room temperature for 1 h with slow rotation. H3K4me3-treated or H3K27ac-treated cells were incubated with guinea pig anti-rabbit antibody (Novus Biologicals, NBP1-72763) in 200 µl of dig-wash buffer at room temperature for 1 h with slow rotation. After a brief wash with dig-wash buffer as above, cells were resuspended in 200 µl of dig-300 buffer (20 mM HEPES pH 7.5, 300 mM NaCl and 0.5 mM spermidine, 1% BSA and 0.01% digitonin) with 1:200 dilution of pA-Tn5 adapter complex and incubated at room temperature for 1 h with slow rotation. pA-Tn5-bound cells were washed with 800 µl of dig-300 buffer three times, followed by tagmentation in 200 µl of tagmentation buffer (dig-300 buffer with 10 mM MgCl2) at 37 °C for 1 h. After tagmentation, 15 mM EDTA, 500 g/ml proteinase K and 0.1% SDS were added and further incubated at 63 °C for another 1 h to stop tagmentation and digest protein. Genomic DNA was extracted and purified QIAquick PCR purification kit (Qiagen) and subjected for library preparation and paired-end sequencing.

### CUT&Tag sequencing

The TruSeq ChIP Library Preparation Kit (Illumina) was used to perform the CUT&Tag libraries. Instead of gel-based size selection before the final PCR step, libraries were size selected by SPRI-bead-based approach after the final PCR with 18 cycles. In detail, samples were 1st cleaned up by 1x bead: DNA ratio to eliminate residuals from PCR reaction, followed by a 2-sided-bead cleanup step with an initial 0.6x bead:DNA ratio to exclude larger fragments. The supernatant was transferred to a new tube and incubated with additional beads in 0.2x bead:DNA ratio to eliminate smaller fragments, like adapter and primer dimers. Bound DNA samples were washed with 80% ethanol, dried, and resuspended in TE buffer. Library integrity was verified with 2100 Bioanalyzer system (Agilent Technologies).

Trimmed reads were mapped with bowtie2 settings (--local --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700). After mapping SAM files were converted to BAM format by the help of samtools view -Sb. Further PCR duplicated were removed using MarkDuplicates.jar from Picard-tools (v.1.119) and mitochondrial Chr was removed from BAM mapped files using (awk ‘{if($3!= “chrM” && $3!= “chrUn”){print $0}}’). Peaks calling for H3K4me3 marker MACS3 callpeak, with settings (--broad -g mmu -q 0.001 --keep-dup 1 --fix-bimodal --nomodel --extsize 1000). Peaks for H3K27ac were called with MACS3 callpeak, settings (--broad -g mmu -q 0.01 --keep-dup 1 --fix-bimodal --nomodel --extsize 200) and G4 was called with MCAS14 setting (p1e-3 for the p-value). After call peaks, high signal areas from the mm10 blacklist were removed using bedtools intersect (v2.30.0), settings (-wa -v). Where -a is the peak file and -b is the edited blacklist from mm10 genome from (https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz).

### Chromatin conformation analysis by in situ Hi-C library preparation followed by chromatin immunoprecipitation (HiChIP)

HiChIP experiments were performed as previously described^69^ using antibodies specific for H3K4me3 (Abcam, # ab8580) with the following optimizations: 5−10 million cells were crosslinked with 1% formaldehyde for 10 min at room temperature; prior to restriction digestion, sodium dodecyl sulfate treatment at 62 °C for 10 min; restriction digestion with *MboI* (New England Biolabs France, R0147M) for 2 h at 37 °C; prior to fill-in reaction, heat inactivation of MboI at 62 °C for 10 min followed by 2 washing steps of pelleted nuclei with 1x fill-in reaction buffer; after fill-in reaction, ligation at 4 °C for 16 h.

### HiChIP sequencing and data analysis

HiChIP-seq paired-end reads were aligned to the mm10 genome, duplicate reads were removed, reads were assigned to MboI restriction fragments, filtered into valid interactions, and the interaction matrices were generated using the HiC-Pro pipeline default settings^70^. The config file of the HiC-Pro was set to allow validPairs at any distance from each other. HiC-Pro valid interaction reads were then used to detect significant interactions using: (1) Maketag libraries done as follows (makeTagDirectory output_PCA_ucsc smaple_R1_mm10.bwt2merged.bam,sample_R2_mm10.bwt2merged.bam -tbp 1 -genome mm10 -checkGC -restrictionSite GATC. (2) We used (runHiCpca.pl sample_mer25_50 sample_PCA_ucsc -res 25,000 -superRes 50000 -genome mm10 -cpu 16) to find the Principal component analysis (PCA) of the data. (3) We used analyzeHiC as followed (analyzeHiC sample_PCA_ucsc -res 1000000 -interactions sample_significantInteractions.txt -nomatrix). Only Interaction looping between the H3K4me3 peaks and the TSS (+/-2 kb) from *miR-9* candidate genes were considered. The settings were (annotateInteractions.pl Sample_significan mm10 Sample_output_filterk4m9 -filter H3K4me3_HICHIP-seq_peaks -filter2 TSS2kb_mouse transcripts -cpu 16 -washu -pvalue 0.01). (4) The mapped merged BAM files ouput from HiC-pro was processed as ChIP-seq to perform Peak calling, using (peak_call -i bam_file -o output_peak -r MboI_mm10.txt -f 0.01 -a mm10_chr_size -w 8) from (https://github.com/ChenfuShi/HiChIP_peaks).

HiChIP interaction hubs were generated by analyzeHiC and the interactions were annotated to the mm10 genome using annotateInteractions.pl as mentioned above. The hubs with frequency of interactions were filtered for a frequency greater than or equal to 10, and these frequencies were normalized to the total mean of the hubs. The output file generated from this was used to quantify and plot the number of hubs.

HiChIP interactions were annotated to the *miR-9* ChIRP peaks using analyzeHiC. The interactions annotated to these loci were normalized by sampling down the number of interactions per condition and crossed with the H3K4me3 peaks specific for each condition (control, TGFB1 and TGFB1 + *miR-9*-LOF) using intersectBed from bedtools. The specific interactions were represented as loops visualized in IGV.

### Meta-analysis of Next-generation Sequencing data (ChIP-seq, PRO-seq, GRO-seq, ATAC-seq, CUT&Tag)

All published data from ChIP-seq, PRO-seq, GRO-seq and ATAC-seq used in this manuscript were listed in the Supplementary Table 1. All these NGS data were downloaded and processed according to the description in their respective publications. Briefly, PRO-seq, GRO-seq, ChIP-seq and CUT&Tag datasets were processed according to (10.1038/s41588-018-0139-3). Trimmed high quality reads from CUT&Tag of H3K4me3, H3K27ac and G4 were mapped bowtie2 settings (--local --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700). After mapping, SAM files were converted to BAM format by the help of samtools view -Sb. Further, PCR duplicates were removed using MarkDuplicates.jar from Picard-tools (v.1.119) and mitochondrial Chr was removed from BAM mapped files using (awk ‘{if($3!= “chrM” && $3!= “chrUn”){print $0}}’). Peaks calling was performed for H3K4me3 marker MACS3 callpeak, with settings (--broad -g mmu -q 0.001 --keep-dup 1 --fix-bimodal --nomodel --extsize 1000). Peaks for H3K27ac were called with MACS3 callpeak, settings (--broad -g mmu -q 0.01 --keep-dup 1 --fix-bimodal --nomodel --extsize 200) and G4 was called with MCAS14 setting (p1e-3 for the p-value). The ideal settings for the peak calling parameters were selected after a custom comparison of the peak caller results with the visual representation in the IGV. After peak calling, high signal areas from the mm10 blacklist were removed using bedtools intersect (v2.30.0), settings (-wa -v). Where -a is the peak file and -b is the edited blacklist from mm10 genome from (https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz).

The enrichment profiles of the factors and nascent RNAs (PRO-seq and GRO-seq) on the TSS of the Down-regulated genes after miR-9-LOF were performed using R package profileplyr (https://www.bioconductor.org/packages/devel/bioc/vignettes/profileplyr.html) adapting to a custom R-script (https://github.com/jcorderJC12/001nuMir9_G4_3D) or using HOMER: annotatePeaks.pl <peak/BED file > <genome > -d <tag directories > -hist <bin size> output file.txt. The line plots were produced using R or Microsoft Excel.

To calculate the broadness of H3K4me3 peaks, we first performed summary statistics of the peak size from the merged peak list. If the size of a peak was equal to or higher than the top 75% of peaks quantile 3 (Q3) was consider wide (≥2.7 kb). If the peak size was between Q3 and Q2 it was considered as medium size peak (≥2 kb and <2.7 kb). The narrow H3K4me3 peaks were in the bottom 25% peaks, Q1 or less (<2 kb).

### G4 Hunter analysis of G4 CUT&Tag data

The G4Hunter coordinates were generated for the mm10 genome using default settings as described previously^42^. The BAM files of G4 CUT&Tag was filtered with the G4Hunter coordinates of mm10 genome using bedtools with options: bedtools intersect -abam <BAM file > -b <G4Hunter BED> output.bam. After generating the G4Hunter filtered BAM files, HOMER was using with options -makeTagDirectory and the enrichment was quantified using -annotatePeaks.pl <peak/BED file > <genome > -d <tag directories > -hist <bin size> output file.txt.

### MicroRNA pulldown

For microRNA pulldown (miR-Pd), MLg cells were transfected with Biotinylated *mmu-miR-9-5p*-RNA (Exiqon) or Biotinylated *mirctrl* (Exiqon), at a final concentration of 20 nM. After 48 h, cells were fixed with 1% glutaraldehyde (Sigma-Aldrich) to preserve RNA-Chromatin interactions. After washing three times with PBS, cell pellets were resuspended in 2 ml hypotonic cell lysis buffer (10 mM Tris-HCl (pH 7.4), 1.5 mM MgCl2, 10 mM KCl, 1 mM DTT, 25 mM NaF, 0.5 mM Na3VO4, 40 μg/ml phenylmethylsulfonyl fluoride, protease inhibitor (Calbiochem) and RNase inhibitor (Promega) in DEPC treated water) on ice for 10 min and then spun down at 700 g for 10 min at 4 °C. Nuclear pellets were resuspended in 300 μL of nuclear lysis buffer (50 mM Tris-HCl (pH 7.4), 170 mM NaCl, 20% glycerol, 15 mM EDTA, 0.1% (v/v) Triton X-100, 0.2 mM DTT, 20 mM NaF, 20 mM Na3VO4, 40 μg/ml phenylmethylsulfonyl fluoride, protease inhibitor, RNase inhibitor in DEPC treated water). Nuclear fraction was sonicated (Bandelin Sonoplus GM70HD) at high amplitude for 10 cycles of 1 s (on/off) pulses. M280 streptavidin magnetic beads (ThermoFisher Scientific) were blocked for 1 h at 4 °C in blocking buffer (10 mM Tris-HCl pH 6.5, 1 mM EDTA, and 1 mg/ml BSA) and washed twice with 1 ml washing buffer (10 mM Tris-HCl (pH 7.0), 1 mM EDTA, 0.5 M NaCl, 0.1% (v/v) Triton X-100, RNase inhibitor and protease inhibitor). Beads were resuspended in 0.5 ml washing buffer. The nuclear extract was then added to the beads and incubated for 1 h at 4 °C with slow rotation. The beads were then washed five times with 1 ml washing buffer. RNA bound to the beads (pulled down RNA) and from 10% of the extract (input RNA) was isolated using Trizol reagent LS (Invitrogen) after DNase I (NEB) treatment.

For miRNA-protein interaction analysis, nuclear protein extract after DNase I treatment incubated with 500 pMol Biotinylated *miR-9* or Biotinylated *mirctrl* overnight at 4 °C. 30 μL of pre-blocked M280 streptavidin magnetic beads (ThermoFisher Scientific) were added and the nuclear protein extract was incubated 1 h in rotation at 4 °C. Protein bound to the beads (miR-Pd), were incubated with 30 μl 2x SDS samples loading buffer, boiled at 95 °C for 5 min, spun down and loaded on SDS-PAGE for western blot analysis and/or processed for proteomic analysis by mass spectrometry.

### Chromatin RNA immunoprecipitation

Chromatin RNA immunoprecipitation (Ch-RIP) analysis was performed as described^6^ with minor adaptations. Briefly, cells were cross-linked by 1% formaldehyde for 10 min, lysed, and sonicated with Diagenode Bioruptor to disrupt and fragment genomic DNA. After centrifugation, the soluble chromatin was immunoprecipitated using antibodies. Precipitated chromatin complexes were removed from the beads by incubating with 50 μl of 1% SDS with 0.1 M NaHCO3 for 15 min, vortexing every 5 min and followed by treatment with DNase I. The collected material was immunoprecipitated using IgG or an HA-specific antibody (Santa Cruz, Cat No. 805). Reverse cross-linked immunoprecipitated materials were used for RNA isolation by Trizol (Invitrogen). Isolated RNA was subjected to cDNA synthesis and further for TaqMan assay specific for mature *miR-9* (Applied Biosystems, Cat. No. 4427975).

### Western blot

Nuclear protein extracts from MLg cells were prepared by cell lysis and nuclei isolation. Briefly, MLg cells were spooled down and washed with PBS. cell pellets were resuspended in 2 ml hypotonic cell lysis buffer (10 mM Tris-HCl (pH 7.4), 1.5 mM MgCl2, 10 mM KCl, 1 mM DTT, 25 mM NaF, 0.5 mM Na3VO4, 40 μg/ml phenylmethylsulfonyl fluoride, protease inhibitor (Calbiochem) and RNase inhibitor (Promega) in DEPC treated water) on ice for 10 min and then spun down at 700 g for 10 min at 4 °C. Nuclear pellets were resuspended in 300 μL of nuclear lysis buffer (50 mM Tris-HCl (pH 7.4), 170 mM NaCl, 20% glycerol, 15 mM EDTA, 0.1% (v/v) Triton X-100, 0.2 mM DTT, 20 mM NaF, 20 mM Na3VO4, 40 μg/ml phenylmethylsulfonyl fluoride, protease inhibitor, RNase inhibitor in DEPC treated water). Nuclear fraction was sonicated (Bioruptor NextGen, Diagenode) at high amplitude for 10 cycles of 30 sec (on/off) pulses. Detergent-insoluble material was precipitated by centrifugation at 20,800 *g* for 30 min at 4 °C. The supernatant was transferred to a fresh tube and stored at −20 °C. Protein concentration was estimated using Bradford assay, using serum albumin as standard. 5 μl of serial dilutions of standard protein and samples were mixed with 250 μl of Bradford reagent (500-0205, BIO-RAD Quick Start™).

Western blotting was performed using standard methods and antibodies specific for SMARCA5 (Invitrogen, MA5-35378), LMNB1 (Santa Cruz, sc-374015), LMNA (Santa Cruz, sc-20681), CHD4 (Abcam, 70469), RAD21 (Abcam, ab992), GAPDH (Sigma, MFCD01322099). Immunoreactive proteins were visualized with the corresponding HRP-conjugated secondary antibodies (Santa Cruz) using the Super Signal West Femto detection solutions (ThermoFisher Scientific). Signals were detected and analyzed with Luminescent Image Analyzer (Las 4000, Fujifilm).

### RNA sequencing and data analysis

RNA sequencing data for this paper were generated as previously described^6,37^. Briefly, total RNA from MLg cells that were transfected with control or *miR-9*-specific antagomiR was isolated using the Trizol method. RNA was treated with DNase I (RNase-Free DNase Set, Qiagen) and repurified using the RNeasy micro plus Kit (Qiagen). Total RNA and library integrity were verified on LabChip Gx Touch 24 (Perkin Elmer). Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry with 1 × 75 bp single end setup. Raw reads were visualized by FastQC to determine the quality of the sequencing. Trimming was performed using trimmomatic with the following parameters: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:15 CROP:60 HEADCROP:15. High quality reads were mapped to mm10 genome using with bowtie2. Tag libraries were obtained with MakeTaglibrary from HOMER (default setting). Samples were quantified by using analyzeRepeats.pl with the parameters: mm10 –count exons –strand both –noad. Gene expression was quantified in reads per kilo base million (RPKM) by the help of rpkm.default from EdgeR. Down-regulated genes after *miR-9*-LOF were those genes with a Log2fc (LOF/Ctr) <= −0.58 and Up-regulated those genes with a log2FC >= 0.58.

### Mass spectrometry-based proteomics

A total of 12 RNA interactomes from 2 different mouse cell lines using *miR-9*, as well as control miRNA probes in triplicate were captured on DynaBeads were washed and proteins were eluted by incubation in 50 μl of 4% sodium lauroyl sarcosinate (SLS) in 50 mM TEAB solution at 95 °C for 10 min. All DNA and RNA remnants were removed by addition of 0.5 μl of Turbonuclease and incubation for 15 min in room temperature. Then, samples were reduced and alkylated through addition of DTT to a final concentration of 10 mM and incubation at 95 °C for 10 min, as well as iodoacetamide to a final concentration of 13 mM and incubation for 30 min at RT in darkness. A modified version of the SP3 method^71^ as used for further sample preparation on an in-house made magnetic rack. Protein binding was performed in a final concentration of 70% anhydrous acetonitrile (ACN) solution at neutral pH with subsequent washes with 70% ethanol and 100% anhydrous acetonitrile. After acetonitrile removal, beads were resuspended in 50 μl of 50 mM TEAB buffer and 1 ug of trypsin (Promega, Madison, Wisconsin, USA) was added. Protein digestion was performed overnight, at 37 °C with shaking. Next, sample volumes were reduced to approximately 5 μl in a SpeedVac concentrator. Peptide binding to beads was initialized by addition of 100% ACN to its’ final concentration above 95 %. Beads were washed twice using the same solvent. Peptides were eluted by addition of 40 μl of 0.1 % formic acid and transferred to MS-vials. Peptide concentration was estimated using the fluorimetric Pierce Quantitative Peptide Assays and sample volumes adjusted to achieve equal concentrations.

Purified peptides were analyzed by liquid chromatography–tandem mass spectrometry (MS) carried out on a Bruker Daltonics timsTOF Ultra instrument connected to a Bruker Daltonics nanoElute instrument. Approximately 50 ng of peptides were loaded onto a C18 precolumn (Thermo Trap Cartridge 5 mm, µ-Precolum TM Cartridge / PepMap TM C18, Thermo Scientific) and then eluted in the backflush mode with a gradient from 98% solvent A (0.15% formic acid) and 2% solvent B (99.85% acetonitrile and 0.15% formic acid) to 17% solvent B over 36 min, continued from 17 to 25% of solvent B for another 18, then from 25 to 35% of solvent B for another 6 min over a reverse-phase high-performance liquid chromatography (HPLC) separation column (PepSep Ultra, C18, 1.5 μm, 75 μm × 25 cm, Bruker Daltonics) with a flow rate of 300 nL/min. The outlet of the analytical column was coupled to the MS instrument by CaptiveSpray 20 μm Emitter. Data were acquired using a data-independent acquisition (DIA) paradigm using a default method provided by Bruker. In short, spectra were acquired with fixed resolution of 45,000 and mass range from 100 to 1700 m/z for the precursor ion spectra and a1/k0 range from 0.64 to 1.45 V s/cm2 with 100 ms ramp time for ion mobility, followed by DIA scans with 24 fixed DIA windows of 25 m/z width, ranging from 400 to 1000 m/z. Detailed method settings can be extracted from deposited.d measurement files.

Peptide spectrum matching and label-free quantitation were subsequently performed using DIA-NN^72^ and a library-free search against the Mouse Uniprot.org database (17191 reviewed Swiss-Prot entries; January 2024). In brief, output was filtered to a 1% false discovery rate on precursor level. Deep learning was used to generate an in silico spectral library for library-free search. Fragment m/z was set to a minimum of 100 and a maximum of 1700. In silico peptide generation allowed for N-terminal methionine excision, tryptic cleavage following K*,R*, a maximum of one missed cleavage, as well as a peptide length requirement of seven amino acid minimum and a maximum of 30. Cysteine carbamidomethylation was included as a fixed modification and methionine oxidation (maximum of two) as a variable modification. Precursor masses from 100 to 1700 m/z and charge states one to four were considered. DIA-NN was instructed to optimize mass accuracy separately for each acquisition analysed and protein sample matrices were filtered using a run-specific protein q-value (“--matrix-spec-q” option). Downstream data processing and statistical analysis were carried out by the Autonomics package developed in-house (version 1.11.81). Proteins with a q-value of <0.01 were included for further analysis. MaxLFQ^73^ values were used for quantitation and missing values imputed. DIA-NN spectral identification software initially identified 4904 protein groups. All intensities and maxLFQ values, that contain only 1 precursor per sample, were exchanged by NA for that particular sample. After dropping 421 without replication (within subgroup), and filtering out 1907 proteins with less than 2 peptides identified, 2576 protein groups were retained for further analysis. Differential abundance of protein groups was evaluated by Autonomics employing Bayesian moderated t-test as implemented by limma^74^.

### Statistical analysis

Depending on the data, different tests were performed to determine the statistical significance of the results. The values of the statistical tests used in the different experiments can be found in Source Data file. Further details of statistical analysis in different experiments are included in the figures and figure legends. Briefly, one set of ChIRP, RNA, ChIP and HiChIP samples were analyzed by deep sequencing. For the rest of the experiments presented here, samples were analyzed at least in triplicates and experiments were performed three times. Statistical analysis was performed using Excel Solver and Prism9. Data in bar plots are represented as mean ± standard error (mean ± s.e.m.). Two-tailed t-tests were used to determine the levels of difference between the groups and *P*-values for significance. *P*-values after two-tailed t-test, *P ≤ 0.05; **P < 0.01, and ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. Source data are provided with this paper as a Source Data file. The sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus database^75^ under accession number GSE244952. Furthermore, we retrieved and used publicly available datasets to aid analysis of our data. Supplementary Data 1 contains all data sets used in this study. The model in Fig. 9d was Created with BioRender.com. Regarding the mass spectrometry-based proteomic, the full list of settings can be found in the “report.log.txt”, full code for data processing and statistical analysis can be found in “stat-mir9-001.zip” uploaded along with the mass spectrometric raw data to the ProteomeXchange Consortium with dataset identifier: PXD054375, via the MassIVE partner repository (https://massive.ucsd.edu/, MassIVE-ID: MSV000095480; 10.25345/C5639KH31:). Source data are provided with this paper.

## References

[1] Jerkovic, I. & Cavalli, G. Understanding 3D genome organization by multidisciplinary methods. *Nat. Rev. Mol. Cell Biol.***22**, 511–528 (2021).33953379 10.1038/s41580-021-00362-w

[2] Misteli, T. The self-organizing genome: principles of genome architecture and function. *Cell***183**, 28–45 (2020).32976797 10.1016/j.cell.2020.09.014PMC7541718

[3] Gohlke, J. et al. DNA methylation mediated control of gene expression is critical for development of crown gall tumors. *PLoS Genet.***9**, e1003267 (2013).23408907 10.1371/journal.pgen.1003267PMC3567176

[4] Georgakopoulos-Soares, I., Morganella, S., Jain, N., Hemberg, M. & Nik-Zainal, S. Noncanonical secondary structures arising from non-B DNA motifs are determinants of mutagenesis. *Genome Res.***28**, 1264–1271 (2018).30104284 10.1101/gr.231688.117PMC6120622

[5] Dobersch, S. et al. Positioning of nucleosomes containing gamma-H2AX precedes active DNA demethylation and transcription initiation. *Nat. Commun.***12**, 1072 (2021).33594057 10.1038/s41467-021-21227-yPMC7886895

[6] Singh, I. et al. MiCEE is a ncRNA-protein complex that mediates epigenetic silencing and nucleolar organization. *Nat. Genet.***50**, 990–1001 (2018).29867223 10.1038/s41588-018-0139-3

[7] Singh, I. et al. High mobility group protein-mediated transcription requires DNA damage marker gamma-H2AX. *Cell Res.***25**, 837–850 (2015).26045162 10.1038/cr.2015.67PMC4493276

[8] Papantonis, A. & Cook, P. R. Genome architecture and the role of transcription. *Curr. Opin. Cell Biol.***22**, 271–276 (2010).20356724 10.1016/j.ceb.2010.03.004PMC2884177

[9] Jha, R. K., Levens, D. & Kouzine, F. Mechanical determinants of chromatin topology and gene expression. *Nucleus***13**, 94–115 (2022).35220881 10.1080/19491034.2022.2038868PMC8890386

[10] Zaugg, J. B. et al. Current challenges in understanding the role of enhancers in disease. *Nat. Struct. Mol. Biol.***29**, 1148–1158 (2022).36482255 10.1038/s41594-022-00896-3

[11] Whyte, W. A. et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell***153**, 307–319 (2013).23582322 10.1016/j.cell.2013.03.035PMC3653129

[12] Hnisz, D. et al. Super-enhancers in the control of cell identity and disease. *Cell***155**, 934–947 (2013).24119843 10.1016/j.cell.2013.09.053PMC3841062

[13] Khan, A. & Zhang, X. dbSUPER: a database of super-enhancers in mouse and human genome. *Nucleic Acids Res.***44**, D164–D171 (2016).26438538 10.1093/nar/gkv1002PMC4702767

[14] Hsieh, T. S. et al. Enhancer-promoter interactions and transcription are largely maintained upon acute loss of CTCF, cohesin, WAPL or YY1. *Nat. Genet.***54**, 1919–1932 (2022).36471071 10.1038/s41588-022-01223-8PMC9729117

[15] Varshney, D., Spiegel, J., Zyner, K., Tannahill, D. & Balasubramanian, S. The regulation and functions of DNA and RNA G-quadruplexes. *Nat. Rev. Mol. Cell Biol.***21**, 459–474 (2020).32313204 10.1038/s41580-020-0236-xPMC7115845

[16] Henderson, E., Hardin, C. C., Walk, S. K., Tinoco, I. Jr. & Blackburn, E. H. Telomeric DNA oligonucleotides form novel intramolecular structures containing guanine-guanine base pairs. *Cell***51**, 899–908 (1987).3690664 10.1016/0092-8674(87)90577-0

[17] Hansel-Hertsch, R. et al. G-quadruplex structures mark human regulatory chromatin. *Nat. Genet.***48**, 1267–1272 (2016).27618450 10.1038/ng.3662

[18] Zheng, K. W. et al. Detection of genomic G-quadruplexes in living cells using a small artificial protein. *Nucleic Acids Res.***48**, 11706–11720 (2020).33045726 10.1093/nar/gkaa841PMC7672459

[19] Renciuk, D. et al. G-quadruplex formation in the Oct4 promoter positively regulates Oct4 expression. *Biochim. Biophys. Acta Gene Regul. Mech.***1860**, 175–183 (2017).27863263 10.1016/j.bbagrm.2016.11.002

[20] Lago, S. et al. Promoter G-quadruplexes and transcription factors cooperate to shape the cell type-specific transcriptome. *Nat. Commun.***12**, 3885 (2021).34162892 10.1038/s41467-021-24198-2PMC8222265

[21] Esnault, C. et al. G4access identifies G-quadruplexes and their associations with open chromatin and imprinting control regions. *Nat. Genet.***55**, 1359–1369 (2023).37400615 10.1038/s41588-023-01437-4

[22] Esnault, C. et al. G-quadruplexes are promoter elements controlling nucleosome exclusion and RNA polymerase II pausing. *bioRxiv*, 2023.02.24.529838 (2023).10.1038/s41588-025-02263-640696173

[23] Agarwal, T., Roy, S., Kumar, S., Chakraborty, T. K. & Maiti, S. In the sense of transcription regulation by G-quadruplexes: asymmetric effects in sense and antisense strands. *Biochemistry***53**, 3711–3718 (2014).24850370 10.1021/bi401451q

[24] Holder, I. T. & Hartig, J. S. A matter of location: influence of G-quadruplexes on Escherichia coli gene expression. *Chem. Biol.***21**, 1511–1521 (2014).25459072 10.1016/j.chembiol.2014.09.014

[25] Consortium, E. P. An integrated encyclopedia of DNA elements in the human genome. *Nature***489**, 57–74 (2012).22955616 10.1038/nature11247PMC3439153

[26] Quinn, J. J. & Chang, H. Y. Unique features of long non-coding RNA biogenesis and function. *Nat. Rev. Genet.***17**, 47–62 (2015).10.1038/nrg.2015.1026666209

[27] Rubio, K., Castillo-Negrete, R. & Barreto, G. Non-coding RNAs and nuclear architecture during epithelial-mesenchymal transition in lung cancer and idiopathic pulmonary fibrosis. *Cell Signal.***70**, 109593 (2020).32135188 10.1016/j.cellsig.2020.109593

[28] Filipowicz, W., Bhattacharyya, S. N. & Sonenberg, N. Mechanisms of post-transcriptional regulation by microRNAs: are the answers in sight? *Nat. Rev. Genet.***9**, 102–114 (2008).18197166 10.1038/nrg2290

[29] Park, C. W., Zeng, Y., Zhang, X., Subramanian, S. & Steer, C. J. Mature microRNAs identified in highly purified nuclei from HCT116 colon cancer cells. *RNA Biol.***7**, 606–614 (2010).20864815 10.4161/rna.7.5.13215PMC3073257

[30] Rasko, J. E. & Wong, J. J. Nuclear microRNAs in normal hemopoiesis and cancer. *J. Hematol. Oncol.***10**, 8 (2017).28057040 10.1186/s13045-016-0375-xPMC5217201

[31] Huang, V. Endogenous miRNAa: miRNA-Mediated Gene Upregulation. *Adv. Exp. Med. Biol.***983**, 65–79 (2017).28639192 10.1007/978-981-10-4310-9_5

[32] Leucci, E. et al. microRNA-9 targets the long non-coding RNA MALAT1 for degradation in the nucleus. *Sci. Rep.***3**, 2535 (2013).23985560 10.1038/srep02535PMC3756333

[33] Hwang, H. W., Wentzel, E. A. & Mendell, J. T. A hexanucleotide element directs microRNA nuclear import. *Science***315**, 97–100 (2007).17204650 10.1126/science.1136235

[34] Yuva-Aydemir, Y., Simkin, A., Gascon, E. & Gao, F. B. MicroRNA-9: functional evolution of a conserved small regulatory RNA. *RNA Biol.***8**, 557–564 (2011).21697652 10.4161/rna.8.4.16019PMC3225974

[35] Coolen, M., Katz, S. & Bally-Cuif, L. miR-9: a versatile regulator of neurogenesis. *Front. Cell Neurosci.***7**, 220 (2013).24312010 10.3389/fncel.2013.00220PMC3834235

[36] Santovito, D. et al. Noncanonical inhibition of caspase-3 by a nuclear microRNA confers endothelial protection by autophagy in atherosclerosis. *Sci. Transl. Med.***12**, eaaz2294 (2020).10.1126/scitranslmed.aaz229432493793

[37] Rubio, K. et al. Inactivation of nuclear histone deacetylases by EP300 disrupts the MiCEE complex in idiopathic pulmonary fibrosis. *Nat. Commun.***10**, 2229 (2019).31110176 10.1038/s41467-019-10066-7PMC6527704

[38] Sze, C. C. et al. Coordinated regulation of cellular identity-associated H3K4me3 breadth by the COMPASS family. *Sci. Adv.***6**, eaaz4764 (2020).32637595 10.1126/sciadv.aaz4764PMC7314515

[39] Chen, K. et al. Broad H3K4me3 is associated with increased transcription elongation and enhancer activity at tumor-suppressor genes. *Nat. Genet.***47**, 1149–1157 (2015).26301496 10.1038/ng.3385PMC4780747

[40] Mahat, D. B., Salamanca, H. H., Duarte, F. M., Danko, C. G. & Lis, J. T. Mammalian heat shock response and mechanisms underlying its genome-wide transcriptional regulation. *Mol. Cell***62**, 63–78 (2016).27052732 10.1016/j.molcel.2016.02.025PMC4826300

[41] Busslinger, G. A. et al. Cohesin is positioned in mammalian genomes by transcription, CTCF and Wapl. *Nature***544**, 503–507 (2017).28424523 10.1038/nature22063PMC6080695

[42] Bedrat, A., Lacroix, L. & Mergny, J. L. Re-evaluation of G-quadruplex propensity with G4Hunter. *Nucleic Acids Res.***44**, 1746–1759 (2016).26792894 10.1093/nar/gkw006PMC4770238

[43] Pipier, A. et al. Constrained G4 structures unveil topology specificity of known and new G4 binding proteins. *Sci. Rep.***11**, 13469 (2021).34188089 10.1038/s41598-021-92806-8PMC8241873

[44] Mootha, V. K. et al. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.***34**, 267–273 (2003).12808457 10.1038/ng1180

[45] Buganim, Y. et al. The developmental potential of iPSCs is greatly influenced by reprogramming factor selection. *Cell Stem Cell***15**, 295–309 (2014).25192464 10.1016/j.stem.2014.07.003PMC4170792

[46] Chronis, C. et al. Cooperative binding of transcription factors orchestrates reprogramming. *Cell***168**, 442–459.e20 (2017).28111071 10.1016/j.cell.2016.12.016PMC5302508

[47] Jin, W. et al. Animal-eRNAdb: a comprehensive animal enhancer RNA database. *Nucleic Acids Res.***50**, D46–D53 (2022).34551433 10.1093/nar/gkab832PMC8728245

[48] De Magis, A. et al. DNA damage and genome instability by G-quadruplex ligands are mediated by R loops in human cancer cells. *Proc. Natl Acad. Sci. USA***116**, 816–825 (2019).30591567 10.1073/pnas.1810409116PMC6338839

[49] Lyu, J., Shao, R., Kwong Yung, P. Y. & Elsasser, S. J. Genome-wide mapping of G-quadruplex structures with CUT&Tag. *Nucleic Acids Res.***50**, e13 (2022).34792172 10.1093/nar/gkab1073PMC8860588

[50] Skourti-Stathaki, K. & Proudfoot, N. J. A double-edged sword: R loops as threats to genome integrity and powerful regulators of gene expression. *Genes Dev.***28**, 1384–1396 (2014).24990962 10.1101/gad.242990.114PMC4083084

[51] Sato, K., Hendrikx, A. G. M. & Knipscheer, P. RNA transcripts suppress G-quadruplex structures through G-loop formation. *bioRxiv*, 2023.03.09.531892 (2023).

[52] Hou, Y., Guo, Y., Dong, S. & Yang, T. Novel Roles of G-quadruplexes on Enhancers in human chromatin. *bioRxiv*, 2021.07.12.451993 (2021).

[53] Li, X. et al. Inhibition of fatty acid oxidation enables heart regeneration in adult mice. *Nature***622**, 619–626 (2023).37758950 10.1038/s41586-023-06585-5PMC10584682

[54] Benayoun, B. A. et al. H3K4me3 breadth is linked to cell identity and transcriptional consistency. *Cell***158**, 673–688 (2014).25083876 10.1016/j.cell.2014.06.027PMC4137894

[55] Syed, V. TGF-beta Signaling in Cancer. *J. Cell Biochem.***117**, 1279–1287 (2016).26774024 10.1002/jcb.25496

[56] Dobersch, S., Rubio, K. & Barreto, G. Pioneer factors and architectural proteins mediating embryonic expression signatures in cancer. *Trends Mol. Med.***25**, 287−302 (2019).10.1016/j.molmed.2019.01.00830795971

[57] Rubio, K. et al. Non-canonical integrin signaling activates EGFR and RAS-MAPK-ERK signaling in small cell lung cancer. *Theranostics***13**, 2384–2407 (2023).37215577 10.7150/thno.79493PMC10196829

[58] Akeson, A. L. et al. Embryonic vasculogenesis by endothelial precursor cells derived from lung mesenchyme. *Dev. Dyn***217**, 11–23 (2000).10679926 10.1002/(SICI)1097-0177(200001)217:1<11::AID-DVDY2>3.0.CO;2-L

[59] Mehta, A. et al. Validation of Tuba1a as appropriate internal control for normalization of gene expression analysis during mouse lung development. *Int. J. Mol. Sci.***16**, 4492–4511 (2015).25723738 10.3390/ijms16034492PMC4394432

[60] Chu, C., Qu, K., Zhong, F. L., Artandi, S. E. & Chang, H. Y. Genomic maps of long noncoding RNA occupancy reveal principles of RNA-chromatin interactions. *Mol. Cell***44**, 667–678 (2011).21963238 10.1016/j.molcel.2011.08.027PMC3249421

[61] Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods***9**, 357–359 (2012).22388286 10.1038/nmeth.1923PMC3322381

[62] Zhang, Y. et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.***9**, R137 (2008).18798982 10.1186/gb-2008-9-9-r137PMC2592715

[63] Heinz, S. et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell***38**, 576–589 (2010).20513432 10.1016/j.molcel.2010.05.004PMC2898526

[64] Ramirez, F., Dundar, F., Diehl, S., Gruning, B. A. & Manke, T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res.***42**, W187–W191 (2014).24799436 10.1093/nar/gku365PMC4086134

[65] Ji, X., Li, W., Song, J., Wei, L. & Liu, X. S. CEAS: cis-regulatory element annotation system. *Nucleic Acids Res.***34**, W551–W554 (2006).16845068 10.1093/nar/gkl322PMC1538818

[66] Machanick, P. & Bailey, T. L. MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics***27**, 1696–1697 (2011).21486936 10.1093/bioinformatics/btr189PMC3106185

[67] Hansel-Hertsch, R., Spiegel, J., Marsico, G., Tannahill, D. & Balasubramanian, S. Genome-wide mapping of endogenous G-quadruplex DNA structures by chromatin immunoprecipitation and high-throughput sequencing. *Nat. Protoc.***13**, 551–564 (2018).29470465 10.1038/nprot.2017.150

[68] Kaya-Okur, H. S. et al. CUT&Tag for efficient epigenomic profiling of small samples and single cells. *Nat. Commun.***10**, 1930 (2019).31036827 10.1038/s41467-019-09982-5PMC6488672

[69] Mumbach, M. R. et al. Enhancer connectome in primary human cells identifies target genes of disease-associated DNA elements. *Nat. Genet.***49**, 1602–1612 (2017).28945252 10.1038/ng.3963PMC5805393

[70] Servant, N. et al. HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. *Genome Biol.***16**, 259 (2015).26619908 10.1186/s13059-015-0831-xPMC4665391

[71] Hughes, C. S. et al. Single-pot, solid-phase-enhanced sample preparation for proteomics experiments. *Nat. Protoc.***14**, 68–85 (2019).30464214 10.1038/s41596-018-0082-x

[72] Demichev, V., Messner, C. B., Vernardis, S. I., Lilley, K. S. & Ralser, M. DIA-NN: neural networks and interference correction enable deep proteome coverage in high throughput. *Nat. Methods***17**, 41–44 (2020).31768060 10.1038/s41592-019-0638-xPMC6949130

[73] Cox, J. et al. Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. *Mol. Cell Proteom.***13**, 2513–2526 (2014).10.1074/mcp.M113.031591PMC415966624942700

[74] Ritchie, M. E. et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.***43**, e47 (2015).25605792 10.1093/nar/gkv007PMC4402510

[75] Edgar, R., Domrachev, M. & Lash, A. E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.***30**, 207–210 (2002).11752295 10.1093/nar/30.1.207PMC99122

# Supplementary material for: Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription
**Source:** Nat Commun. 2024 Dec 20;15:10711. doi: 10.1038/s41467-024-54740-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** This is an Excel file that contains a list of all NGS data (generated by us or publicly available) that were used in the manuscript.

# Supplementary material for: Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription
**Source:** Nat Commun. 2024 Dec 20;15:10711. doi: 10.1038/s41467-024-54740-x
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microsoft Excel, R, GraphPrism, FastQC, MultiQC, Trimmomatic, Bowtie2, STAR, Samtools, HOMER, IGV genome browser, DAVID, KEGG, Bedtools, Deeptools, ngsplot, ROSE, DEseq2, R studio, ImageJ, ImarisViewer, ChIPseeker, MACS2, MEGA11, MEME-ChIP.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | Microsoft Excel, R-scripts and GraphPad Prism were used to analyze the statistics. All the plots were made using R studio, GraphPad Prism, deeptools, ngsplot, and Microsoft Excel. Sequencing raw reads were visualized by FastQC and MultiQC. Low quality reads were filtered out by using trimmomatic. Bowtie2 or STAR were used for mapping of trimmed sequencing reads. The sam files were converted to bam format by using samtools. HOMER was used for making Tag libraries, quantification, annotation, analysis for HiChIP data including finding hubs and interactions. NGS data was visualized using IGV genome browser including HiChIP interactions. DAVID and KEGG were used to perform Gene Set Enrichment Analysis (GSEA). Typical- and Super-enhancers were assessed using ROSE. Differential expressed genes were analysed using DEseq2. Image J was used for densitometric analyses and fluorescence microscopy image processing. ImarisViewer was used to process 3D confocal images. ChIPseeker was used to generate chromosomal distribution coverage plot. MACS2 was used for peak calling of NGS data. MEGA11 was used for phylogeny analysis and representation. Motif enrichment analysis was done using MEME-ChIP. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the sequencing data were submitted to Gene expression Omnibus (GEO) under the accession number GSE244952. The mass spectrometric raw data to the ProteomeXchange Consortium with dataset identifier: PXD054375, via the MassIVE partner repository (<https://massive.ucsd.edu/>, MassIVE-ID: MSV000095480; doi:10.25345/C5639KH31:).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to pre-select the sample size. We performed each experiment 3 times independent from each other, unless it is indicated differently. In each experiment the samples were measured at least in duplicate. Depending on the data, different tests were performed to determine the statistical significance of the results. ChIP-seq, CUT&Tag, RNA-seq, ChIP-seq, HiChIP was analyzed by deep sequencing using a single sample and confirmed by single gene analysis. The values of the statistical tests used in the different experiments can be found in the Source data file. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | For each experiment, all attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | No method of randomization was used. Experiments were performed 3 times independent from each other, unless it is indicated differently. In each experiment the equivalent samples were treated as equally as possible. Statistical relevant results were reproducible.                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Reported in Material and Methods section. Primary antibodies used in this study are FITC anti-Biotin (Abcam, # ab53469), H3K4me3 (Abcam, # ab8580). Alexa 488 (Invitrogen, # A11008) Alexa 594 (Invitrogen, # A11005) BG4 (Millipore, # MABE917) anti-IgG (Santa Cruz, # sc-2027) H3K27ac (Abcam, # ab4729). mouse anti-FLAG antibody (Sigma, # F1804) rabbit anti-mouse (Sigma, # M7023) guinea pig anti-rabbit antibody (Novus Biologicals, # NBP1-72763) SMARCA5 (Invitrogen, # MA5-35378), LMNB1 (Santa Cruz, # sc-374015), LMNA (Santa Cruz, sc-20681), CHD4 (Abcam, # 70469), RAD21 (Abcam, # ab992), GAPDH (Sigma, # MFCD01322099) |
| Validation      | Species validation of all primary antibodies used in this study can be found in the corresponding manufacturer's websites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | MLg (ATCC CCL-206), MLE-12 (ATCC CRL-2110), NMuMG (ATCC CRL-1636), human primary lung fibroblasts, MFML4                                                                                                                                                                                                                                    |
| Authentication                                                    | ATCC validates their cell lines.<br>Primary human fibroblasts were obtained from UGMLC Giessen Biobank and validated by parent labs and Rubio et al.2019, Nature Communications.<br>MFML4 was characterized and validated by Akeson et al.2000, Developmental dynamics : an official publication of the American Association of Anatomists. |
| Mycoplasma contamination                                          | All cell lines used in this study were tested negative of mycoplasma contamination.                                                                                                                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | NA                                                                                                                                                                                                                                                                                                                                          |

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                    |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE244952<br>Reviewer password= mxqrmqwufdwpxpmr                                                                                   |
| Files in database submission                                       | GSM7832497 01MLg_Mir9_ChIRP<br>GSM7832498 02MLg_Inp_ChIRP<br>GSM7832499 01MLg_K4m3_HICHIP_Ctr<br>GSM7832500 02MLg_K4m3_HICHIP_Tgfb |

GSM7832501 03MLg\_K4m3\_HICHIP\_Tgfb\_antiMir9  
 GSM7832502 04MLg\_K4m3\_HICHIP\_Mir9\_LOF  
 GSM7832503 01MLg\_RNAs\_riZero\_Ctr  
 GSM7832504 02MLg\_RNAs\_riZero\_Mir9\_LOF  
 GSM7832505 03MLg\_RNAs\_riZero\_Tgfb  
 GSM7832506 04MLg\_RNAs\_riZero\_Tgfb\_Mir9\_LOF  
 GSM8440910 MLg\_H3K4me3\_CaT\_Ctr  
 GSM8440911 MLg\_H3K4me3\_CaT\_Mir9-LOF  
 GSM8440912 MLg\_H3K27ac\_CaT\_Ctr  
 GSM8440913 MLg\_H3K27ac\_CaT\_Mir9-LOF  
 GSM8440914 MLE-12\_H3K4me3\_CaT\_Ctr  
 GSM8440915 MLE-12\_H3K4me3\_CaT\_Mir9-LOF  
 GSM8440916 MLE-12\_H3K27ac\_CaT\_Ctr  
 GSM8440917 MLE-12\_H3K27ac\_CaT\_Mir9-LOF  
 GSM8440918 MLg\_Ctr\_G4\_CaT\_r1  
 GSM8440919 MLg\_Mir9LOF\_G4\_CaT\_r1  
 GSM8440920 MLE-12\_Ctr\_G4\_CaT\_r1  
 GSM8440921 MLE-12\_Mir9LOF\_G4\_CaT  
 GSM8440922 x01MLg\_Ctr\_H3K4me3\_ChIP  
 GSM8440923 x02MLg\_TGFB\_H3K4me3\_ChIP  
 GSM8440924 x03MLg\_TGFB\_Mir9LOF\_H3K4me3\_ChIP

Genome browser session  
 (e.g. [UCSC](#))

NA

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | One sample was sent for sequencing experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Sequencing depth        | Quality measures for all the sequencing experiments can be found in the supplementary figures S2a, S3a, S3c, S4a, S5b, S6a, S8a, S9a, S9b, S9c                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Antibodies              | Reported in Material and Methods section. Primary antibodies used in this study are H3K4me3 (Abcam, # ab8580), BG4 (Millipore, # MABE917) anti-IgG (Santa Cruz, # sc-2027) H3K27ac (Abcam, # ab4729), mouse anti-FLAG antibody (Sigma, # F1804) rabbit anti-mouse (Sigma, # M7023) guinea pig anti-rabbit antibody (Novus Biologicals, # NBP1-72763)                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Peak calling parameters | Peaks calling for H3k4me3 marker MACS3 callpeak, with settings ( --broad -g mmu -q 0.001 --keep-dup 1 --fix-bimodal --nomodel --extsize 1000). Peaks for H3k27ac were called with MACS3 callpeak, settings ( --broad -g mmu -q 0.01 --keep-dup 1 --fix-bimodal --nomodel --extsize 200) and G4 was called with MCAS14 setting ( p1e3 for the p-value).<br>To calculate the broadness of peaks, we first performed summary statistics of the peak size from the merged peak list. If the size of a peak was equal to or higher than the top 75 % of peaks quantile 3 (Q3) was consider wide ( $\geq 2.7$ kb). If the peak was between Q3 and Q2 was consider medium size peak ( $\geq 2$ kb and $< 2.7$ kb). The narrow peaks were in the bottom 25% peaks, Q1 or less ( $< 2$ kb). |
| Data quality            | Raw reads were visualized using FastQC or MultiQC. Low quality reads were discarded using trimmomatic v0.32. Trimmed reads were further used for processing.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                | Bowtie2 or STAR were used for mapping of trimmed sequencing reads. The sam files were converted to bam format by using samtools. HOMER was used for making Tag libraries, quantification, annotation, analysis for HiChIP data including finding hubs and interactions. NGS data was visualized using IGV genome browser including HiChIP interactions.                                                                                                                                                                                                                                                                                                                                                                                                                            |

How the deposited data were processed for this re-analysis (not part of the article)

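H3K4me3 HiChIP-seq of MLg cells was analysed in 4 libraries, 1 per condition. The authors aligned paired-end reads to mm10 with HiC-Pro at its default settings, removed duplicates, assigned the ends to MboI fragments and kept valid pairs at any distance. The deposited values are positions, 1 line per valid pair, and the lines were counted here. The authors also deposited the aligner's mapping quality score of each end, which was used here only as a filter, and the sum of the distances of both ends from their MboI sites, which was used only to compare mapping quality between libraries. The fragment numbers in the lists were checked against the MboI sites of GRCm38, and at least 99.96% of the ends checked matched within 1 fragment. Libraries shared at most 0.0350% of their pairs by position and strand.

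Pairs were read and counted with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyarrow 21.0.0 and statsmodels 0.14.6, clusters were made with scikit-learn 1.9.0 from 10 starts, and plots with matplotlib 3.10.9. Chromosomes 1 to 19 and X entered the calls of interactions. The expected number of pairs between 2 bins was the product of their coverages and a factor for their distance, set so that expected and observed pairs were equal at each distance. Bins of 10 kb were used in place of the 1 Mb of the methods' command, since the promoter-SE distances of 168 to 451 kb cannot be resolved at 1 Mb. The expected number of promoter-SE pairs was computed in the same way from 1-kb bins, smoothed over 10 kb of distance on either side. Hub numbers were compared as log2 ratios without a test. Their counting error came from 10 splits of each thinned library into random equal parts, with 0.5 added to the hubs of each part because 6 of the 10 splits of TGFB1+miR-9-LOF had a part with 0 hubs. The addition of 0.5 was chosen after seeing the data. The parts hold fewer hubs than the library, so this error is larger than at the full number of pairs. Random reassignment of the pairs, 20 times, gave a further estimate. For the alternatives to the clusters 5 reassignments were made.

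Promoter-SE pairs and promoter contacts were compared between libraries by a two-sided exact binomial test conditional on the total, with Benjamini-Hochberg adjustment. The TSS of 8139 of 21755 protein-coding genes in the annotation lay within 2 kb of an enriched region, and their contacts were tested. The genes named are those the paper names in this experiment or beside it, its negative control, and the 3 promoters with the smallest p for more and for fewer contacts in TGFB1 than in Control. Values relative to the median over the enriched regions were computed after the ratios were seen. A list of 10 genes commonly taken to respond to TGFB1 was described by its median only. Each procedure was tested on simulated data. Of 200 planted loops of 10 pairs, 98.0% were recovered in Control and 99.0% in TGFB1. All 200 planted regions were recovered, with 0 bins called elsewhere. Of 200 promoters changed 1.5-fold between TGFB1 and Control among 8139, 156 were called and 8 others. Of 4000 interactions planted in a rising cluster among 20000, 99.6% were placed in it, with 1288 others. These interactions had more pairs than the real ones, whose medians were 3 to 4, and were not first selected as significant. The planted loops and regions were strong too. Such recoveries say little about weak loops, or about false rising clusters in the real data.

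The alternatives, fixed before the data were examined, were other depths and thinnings, bin sizes, thresholds, distances and anchors for the interactions, other numbers of clusters, pseudocounts and seeds, other windows and library totals for the promoters, a mapping quality of at least 30 at both ends, and counting each pair of restriction fragments once. The miR-9 ChIRP-seq peaks and the authors' lists of interactions were not used here, so the share of hubs with miR-9 was not analysed here.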

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

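The tests of site distance and of mapping quality at single promoters were chosen only after the result was seen.

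The miR-9-LOF library without TGFB1, which Fig. 8 does not show, had 5.07% of its pair ends on the X chromosome, above the 4.23% in Control, 4.30% in TGFB1 and 4.59% in TGFB1+miR-9-LOF. Ends of low mapping quality were argued against, since with both ends at a mapping quality of at least 30 the share was 5.37%, above the 4.76% of the next library. Fewer ends in H3K4me3-enriched regions were argued against too, since outside those regions the share was 5.23%, against 4.69%. GC content took up most of it. The median log2 ratio of the X to Control was 0.32, and after regression on GC content 0.10, still above the highest autosome at 0.04. GC content may therefore account for part of the difference but not for all of it. A biological difference in these cells stays open and untested, with 1 library per condition.

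In the same library 13.4% of the pairs had an end with a mapping quality under 30, against 9.58% in Control. The ends lay further from their MboI sites, with a median summed distance of 77 bp against 57 bp. Weighted to the site distances of Control, the share was 10.2%, against 9.49% in TGFB1 and 9.65% in TGFB1+miR-9-LOF. Site distance may thus account for most of the difference, and the remaining part has no tested explanation. A biological difference stays open and untested.

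Among 8139 promoters, 4 had more contacts in TGFB1 than in Control at an adjusted p of at most 0.05 (exact binomial test), and 3710 had fewer. They lie outside the genes the paper discusses. The log2 ratio was 0.28 for Gpc1 (adjusted exact p = 0.0106), 0.58 for C130026I21Rik (adjusted exact p = 0.0345) and 2.48 for Gm21738 (adjusted exact p = 0.0469), the last from 8 pairs in TGFB1 and 2 in Control. Rttn was the other one, at 0.53 (adjusted exact p = 0.0469), and was named after its values were seen. Broad differences in coverage were argued against, since the 5 Mb around the 4 promoters had a median log2 ratio of 0.066, against 0.56 for the promoters. With both ends at a mapping quality of at least 30, Gpc1 kept a log2 ratio of 0.31, which argues against misplaced reads there. C130026I21Rik fell to 0.20, so reads shared with similar sequences may account for it. Gm21738 had 2.28 with too few pairs to decide, and misplaced reads cannot be told apart from a difference there. Gpc1 lost its call with windows of 5 kb (log2 ratio 0.17, adjusted exact p = 0.204) and 25 kb (0.18, adjusted exact p = 0.0613), and so did C130026I21Rik and Gm21738. Relative to the median over enriched regions, Gpc1 lay at 0.55 (95% interval 0.37 to 0.74). Per 1000000 pairs with an end in an enriched region, 1299 promoters had more contacts in TGFB1. A response to TGFB1 stays open for Gpc1 as a hypothesis.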

How the results depend on the processing

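No paired analysis was possible because each condition has 1 library. All alternatives below were set before the data were examined. Calling with a Benjamini-Hochberg adjusted p of at most 0.05, or with an enriched region in both bins, left 0 hubs in every library and gave no ratio of hub numbers.

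The number of significant interactions had a log2 ratio of -0.32 for TGFB1 over Control and -0.52 for TGFB1+miR-9-LOF over TGFB1. With an enriched region in both bins these were 0.18 and -0.49, from 693 interactions in Control, 786 in TGFB1 and 560 in TGFB1+miR-9-LOF. At equal numbers of pairs with an end in an enriched region they were 0.12 and 0.15, from 11716, 12751 and 14184 interactions. With 1-Mb bins they were 0.020 and 0.017. The other alternatives kept both below 0. No counting error was computed for these ratios, and the cause was not tested.

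Of 46 alternative values of the hub number over the 3 comparisons, 40 stayed within the counting error. All values of TGFB1+miR-9-LOF over TGFB1 are among these, which says little about their stability, since that error of 2.26 exceeds every shift. They ran from -3.91 with at least 20 interactions per hub, 1 hub against 15, and -3.58 with a p of at most 0.001 to -5.74e-04 with 1-Mb bins and 0.30 at equal numbers of pairs with an end in a region. In miR-9-LOF there were 0 hubs with a p of at most 0.001 and with at least 20 interactions per hub, and no ratio to Control. TGFB1 over Control was -1.94 without thinning and -1.62 with a p of at most 0.001. At equal numbers of pairs with an end in an H3K4me3-enriched region it was 0, and miR-9-LOF over Control was 0.022. With 1-Mb bins, where nearly every bin is a hub, TGFB1 over Control was -0.00172 and miR-9-LOF over Control -0.00230. Interactions per hub stayed within the error in 40 of 46, but for TGFB1+miR-9-LOF that error rests on parts with 1 or 2 hubs and is not usable. TGFB1 over Control was 0.022 with 1-Mb bins, -0.22 with a p of at most 0.001 and -0.27 with at least 20 interactions per hub. TGFB1+miR-9-LOF over TGFB1 was -0.047 at equal numbers of pairs with an end in a region and 0.017 with 1-Mb bins, and miR-9-LOF over Control was 0.11 with 1-Mb bins. The cause was not tested for these, apart from the enriched regions, whose test is under the other observations.

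The share of interactions in rising clusters stayed within its 95% binomial interval in 4 of 19 alternatives. It was 14.5% without thinning, 26.3% at equal numbers of pairs with an end in a region, 21.0% with another thinning seed, 22.9% with 5-kb and 17.1% with 25-kb bins, 18.6% with a p of at most 0.001, 12.6% with an adjusted p of at most 0.05, 16.1% with at least 3 pairs, 21.3% up to 5 Mb, 15.4% with a region in both bins, 28.1% with no anchor, 21.3% with regions called in each library, 30.6% with 3 and 20.2% with 5 clusters, and 19.1% with a pseudocount of 0.5. The cause was not tested. Only at equal numbers of pairs with an end in a region was the share above all of its random reassignments, and with no anchor it was above 1 of 5. In the former setting the reassigned libraries had unequal numbers of such pairs, so that comparison decides nothing.

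Promoter-SE pairs kept direction and side of the threshold in 43 of 54. Within 5 kb, Ncl was -1.83 for TGFB1 over Control and 0.63 for TGFB1+miR-9-LOF over TGFB1, and the 3 loci together 0.21 for the latter. Within 25 kb, Ncl was 0.57 and Lzts2 -1.12 for miR-9-LOF over Control, and the 3 loci together -0.68 for TGFB1+miR-9-LOF over TGFB1. Per 1000000 pairs with an end in a region, Ncl was 0.010 for TGFB1+miR-9-LOF over TGFB1 and 0.30 for miR-9-LOF over Control, Lzts2 was 0.36 for the latter, and the 3 loci together were 0.22 for TGFB1 over Control and 0.29 for miR-9-LOF over Control. The cause was not tested. With 29 pairs or fewer per library at the 3 loci, depth limits these comparisons.

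The median over enriched regions of the promoter contacts for TGFB1 over Control was -0.34 within 5 kb, -0.18 within 25 kb, -0.26 with each fragment pair counted once and -0.25 per 1000000 valid pairs. For TGFB1+miR-9-LOF over TGFB1 it was -0.45 within 5 kb, -0.20 within 25 kb and -0.39 per 1000000 valid pairs. For miR-9-LOF over Control it was -0.67 within 5 kb, -0.36 within 25 kb, -0.52 with each fragment pair counted once and -0.57 per 1000000 valid pairs. Per 1000000 pairs with an end in a region the medians were 0.21, 0.44 and 0.49, shifts that the change of library total makes by its construction. With that total 1299 promoters had more and 6 fewer contacts in TGFB1 than in Control, in place of 4 and 3710. For TGFB1+miR-9-LOF against TGFB1 it was 5339 and 0, in place of 0 and 4098, and for miR-9-LOF against Control 6750 and 4, in place of 4 and 6910. Promoters with more contacts in TGFB1 than in Control were 0 within 5 kb, 11 within 25 kb and 2 with each fragment pair counted once. Those with more in TGFB1+miR-9-LOF than in TGFB1 were 1 within 5 kb, 5 within 25 kb and 1 at a mapping quality of at least 30. Those with more in miR-9-LOF than in Control were 2 within 5 kb and 13 within 25 kb.

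Of the named genes, the total per pairs with an end in a region turned TGFB1 over Control to 0.10 for Zdhhc5, 0.13 for Ncl, 0.18 for Lzts2, 0.34 for Hdac7, 0.092 for Ep300 and 0.27 for Prap1, and TGFB1+miR-9-LOF over TGFB1 to 0.44, 0.42, 0.17, 0.59, 0.34 and 0.63 in the same order. The change of total makes these turns by its construction. With it, the adjusted exact p for TGFB1 over Control was 0.00755 for Hdac7 and 0.0441 for Lzts2, both then higher in TGFB1. For TGFB1+miR-9-LOF over TGFB1 it was 0.0335 for Zdhhc5, 0.00441 for Ncl, 2.30e-05 for Hdac7, 0.0204 for Ep300 and 0.00205 for Prap1, all then higher in TGFB1+miR-9-LOF. Within 25 kb Ncl lost its call in both comparisons (adjusted exact p = 0.0640 and 0.284). Hdac7 and Prap1 gained one for TGFB1 over Control (adjusted exact p = 1.35e-04 and 0.0118), as did Zdhhc5 and Hdac7 for TGFB1+miR-9-LOF over TGFB1 (adjusted exact p = 0.0134 and 0.00215). C130026I21Rik also lost its call with each fragment pair counted once (adjusted exact p = 0.0576), and Gm21738 per 1000000 valid pairs (adjusted exact p = 0.0507). Within 5 kb the latter was 0.052 for Hdac7 and 0.22 for Prap1. The cause of the changes with the window was not tested.

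Library shares moved beyond their narrow Wilson intervals but kept the order of the libraries for enriched regions. With both ends at a mapping quality of at least 30, pairs on 1 chromosome were 82.8% in Control, 84.9% in TGFB1, 80.6% in TGFB1+miR-9-LOF and 81.7% in miR-9-LOF, pair ends in regions 9.68%, 6.97%, 4.06% and 4.73%, and long-range pairs with an end in a region 17.4%, 12.3%, 7.34% and 8.64%. With 10 kb as the smallest distance the last were 17.3%, 12.3%, 7.32% and 8.56%.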

Differences from the paper's values

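The number of hubs was 250 in Control, where the paper's reported value is 34638, 124 in TGFB1, where it is 16361, and 33 in TGFB1+miR-9-LOF, where it is 16668. Under none of the alternatives set before the data were examined did a hub number fall within 1.5 times the paper's. The methods' restriction to miR-9 candidate genes and their scaling of hub frequencies were not among these alternatives, so set and measure differ. As a log2 ratio to Control, the paper's numbers give -1.08 for TGFB1, and the numbers here -1.01, or 0 at equal numbers of pairs with an end in an H3K4me3-enriched region and -1.94 without thinning. For TGFB1+miR-9-LOF over TGFB1 the paper's numbers give 0.03, and the numbers here -1.91, or 0.30 at those equal numbers and -0.63 without thinning.

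The paper states that hubs increased after TGFB1 treatment, and Fig. 8b shows a higher value per hub in TGFB1 than in Control. Here the number of hubs was lower in TGFB1, except at equal numbers of pairs with an end in an enriched region, where it was 65 in both libraries, and the interactions per hub had a log2 ratio of -0.08, within the counting error of 0.09. With 1-Mb bins, the resolution of the methods' command, the log2 ratio of the interactions per hub was 0.022 for TGFB1 over Control and 0.017 for TGFB1+miR-9-LOF over TGFB1. Significant interactions with an enriched region in both bins went in the direction the paper states for hubs, while none of their bins was a hub. Their log2 ratio was 0.18 for TGFB1 over Control and -0.49 for TGFB1+miR-9-LOF over TGFB1. The share of long-range pairs with both ends in enriched regions fell, from 0.514% in Control to 0.362% in TGFB1 and 0.164% in TGFB1+miR-9-LOF. A call is made against the product of the coverages of both bins, which differ in enrichment between libraries. The rise in calls after TGFB1 does not by itself show more loops.

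The paper finds the clusters that rise with TGFB1 and fall back with miR-9-LOF to be 2 of its 4, and here 1 of 4 clusters did so. Their share of the interactions is about 30% in Fig. 8d, from the numbers printed there. Here it was 20.6%, or 28.1% with no H3K4me3 anchor and 30.6% with 3 clusters. The 20.6% and the 30.6% were below all of their random reassignments, and 4 of 5 reassignments were above the 28.1%. The paper places Zdhhc5, Ncl, Lzts2 and Hdac7 in those clusters. Here Lzts2 had 3 of 10 interactions in the rising cluster. The other genes had none there, which decides nothing, since Zdhhc5 had 1 interaction in all, Ncl 2 and Hdac7 3.

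The paper shows promoter-SE loops in Control (Fig. 8e), and here no significant interaction joined the Ncl or Lzts2 promoter window to its SE window. For Zdhhc5 the lack of a call decides nothing, since a call needs at least 2 pairs and an enriched region in 1 of the bins, and Zdhhc5 had 1 pair in Control and no enriched region within 2 kb of its promoter or its SE. The paper states that promoter-SE loops increased in TGFB1 treated cells and that miR-9-LOF counteracted this. Here the 3 loci together had a log2 ratio of -0.28 for TGFB1 over Control (exact binomial test, p = 0.554). Only Ncl was above 0, at 0.66 (exact p = 0.339). Pairs over the number expected from distance and coverage were 0.89 at the 3 loci together in Control, 1.05 in TGFB1 and 0.87 in TGFB1+miR-9-LOF. That is the direction the paper states, but miR-9-LOF without TGFB1 had 1.10, and these ratios were not tested. The expected numbers follow the coverage of both windows, so the ratios may also move with the enrichment of a library. From Control to TGFB1 the ratio of observed to expected pairs rose at Ncl, from 0.49 to 1.11. It fell at Lzts2, from 1.45 to 1.20, and at Zdhhc5, from 0.41 to 0. Within 5 kb the log2 ratio of the 3 loci together for TGFB1 over Control was -1.96, from 2 pairs against 11 (exact p = 0.0876). Within 25 kb it was -0.082 (exact p = 0.799). Per 1000000 pairs with an end in an enriched region, the 3 loci together had a log2 ratio of 0.22 for TGFB1 over Control (exact p = 0.640). From TGFB1 to TGFB1+miR-9-LOF the log2 ratio of the 3 loci together was -1.0 (exact p = 0.0853), the direction the paper states. It was -0.68 within 25 kb (exact p = 0.0171), -0.26 per 1000000 pairs with an end in an enriched region (exact p = 0.706) and 0.21 within 5 kb (exact p = 1). The p values of the 3 loci together were not adjusted over contrasts or settings.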

Other observations

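The tests of pairs per library, of simulated libraries without loops and of the density of enriched regions were chosen only after the result was seen.

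Hub numbers were 250 in Control, 124 in TGFB1, 33 in TGFB1+miR-9-LOF and 50 in miR-9-LOF. These numbers, with a log2 ratio of -1.01 for TGFB1 over Control, were already taken at equal numbers of long-range pairs, so that number cannot differ between them. Without thinning the log2 ratio was -1.94, and -0.63 for TGFB1+miR-9-LOF over TGFB1, so the number of pairs changes the size of the differences. Repeated fragment pairs were argued against as the cause of the lower number in TGFB1, since with each counted once the log2 ratio to Control was -0.90. Chance calls gave 49 hubs in the simulated Control library, 13 in TGFB1, 0 in TGFB1+miR-9-LOF and 1 in miR-9-LOF. These were fewer than observed in each library, but in the same order. Libraries without loops thus gave differences in the same direction, and chance calls may contribute to the observed ones. The share of pairs with an end in an H3K4me3-enriched region can account for the differences, since at equal numbers of such pairs no log2 ratio exceeded 0.30. Pair ends over background were lower in TGFB1 than in Control in 97.2% of the regions, with a median log2 ratio of -0.52, and in TGFB1+miR-9-LOF than in TGFB1 in 98.1%, with a median of -0.88. A candidate explanation is that the immunoprecipitation was less efficient from library to library. A drop of H3K4me3 across the genome would give the same values. For TGFB1 over Control it would run against the paper's other assays of these cells. With TGFB1 they found more H3K4me3 by immunostaining (Fig. 7c, d) and at promoters of responsive genes, without such a change at promoters of non-responsive genes (Fig. 7f). These libraries alone cannot separate the explanations, and a drop stays open for them as a biological explanation.

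The share of interactions in clusters that rise with TGFB1 and fall back with miR-9-LOF was 20.6%, and all 20 random reassignments of the pairs, at 23.0% to 28.9%, were above it. Random assignment of pairs to the libraries may therefore give such clusters without any change of loops. At equal numbers of pairs with an end in an enriched region the share was 26.3%, above its 5 reassignments. These had unequal numbers of such pairs, so they are no fair comparison. A change of loops was neither shown nor excluded.

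The 10 genes commonly taken to respond to TGFB1, of which 8 had an enriched region, had a median log2 ratio of promoter contacts of -0.42 for TGFB1 over Control, or 0.065 per 1000000 pairs with an end in an enriched region, at percentile 6.84 of 10000 random lists matched on contacts under both totals. The percentile was 78.7 for TGFB1+miR-9-LOF over TGFB1 and 5.06 for miR-9-LOF over Control. The promoters with the smallest p for fewer contacts in TGFB1 than in Control were Irs1 (log2 ratio -0.71), Pcdh7 (-0.72) and Efna5 (-0.75), which lay at -0.44, -0.45 and -0.48 relative to the median over enriched regions.

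More contacts in miR-9-LOF than in Control were found for 4 promoters, C130026I21Rik, Gm21738, Duxf3 and 4931408C20Rik, named after their values were seen. At a mapping quality of at least 30 there were 3 such promoters, and per 1000000 pairs with an end in an enriched region 6750. No technical or biological explanation of single promoters was tested.

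In all 4 libraries a place on chromosome 13 from 99000001 to 100000000 met chromosome 17 from 27000001 to 28000000 in 892 pairs at a mapping quality of at least 30, against 13.7 expected, and chromosome 1 from 116000001 to 117000000 met chromosome 10 from 43000001 to 44000000 in 434 pairs, against 2.96. The lower of the folds was 65.2, which argues against ends of low mapping quality. Of the pairs within 2 Mb of the second place, 71.8% lay in 1 quadrant around it, 395 against 91 in the next. Around the first place 512 and 592 pairs lay below its position on chromosome 13, on either side of its position on chromosome 17, and only 32 and 42 above it, so that the largest quadrant held 50.3%. The adjoining 1 Mb of chromosome 13, from 98000001 to 99000000, met the same 1 Mb of chromosome 17 in 244 pairs, against 13.5 expected. A hypothesis is that the MLg line may carry rearrangements at both places. Chromosome 17 from 39000001 to 40000000 met chromosomes 6 and 19 too, but 98.5% and 98.9% of those pairs lay in 1 pair of 100-kb bins.

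The median coverage of the chromosomes differed by up to 1.54 on the log2 scale. After regression on GC content and MboI site density, which explained 61.5% of the variance over 1-Mb bins, the range was 1.09, and with the number of enriched regions 1.05, from chromosome 12 to 19. These properties may thus account for part of the range but not for all of it. On chromosome 4 the coverage stepped by -0.85 at 42000001, and by -0.78 to -0.86 in each library. A hypothesis is that copy number may differ between and within chromosomes in this cell line. No biological explanation was tested.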
